# A comparative analysis of library prep approaches for sequencing low input translatome samples

**DOI:** 10.1186/s12864-018-5066-2

**Published:** 2018-09-21

**Authors:** Yang Song, Beatrice Milon, Sandra Ott, Xuechu Zhao, Lisa Sadzewicz, Amol Shetty, Erich T. Boger, Luke J. Tallon, Robert J. Morell, Anup Mahurkar, Ronna Hertzano

**Keywords:** RiboTag, Library preparation kits, Low-input RNA-seq, RNA-seq, Coverage bias

## Abstract

**Background:**

Cell type-specific ribosome-pulldown has become an increasingly popular method for analysis of gene expression. It allows for expression analysis from intact tissues and monitoring of protein synthesis in vivo. However, while its utility has been assessed, technical aspects related to sequencing of these samples, often starting with a smaller amount of RNA, have not been reported. In this study, we evaluated the performance of five library prep protocols for ribosome-associated mRNAs when only 250 pg-4 ng of total RNA are used.

**Results:**

We obtained total and RiboTag-IP RNA, in three biological replicates. We compared 5 methods of library preparation for Illumina Next Generation sequencing: NuGEN Ovation RNA-Seq system V2 Kit, TaKaRa SMARTer Stranded Total RNA-Seq Kit, TaKaRa SMART-Seq v4 Ultra Low Input RNA Kit, Illumina TruSeq RNA Library Prep Kit v2 and NEBNext® Ultra™ Directional RNA Library Prep Kit using slightly modified protocols each with 4 ng of total RNA. An additional set of samples was processed using the TruSeq kit with 70 ng, as a ‘gold standard’ control and the SMART-Seq v4 with 250 pg of total RNA. TruSeq-processed samples had the best metrics overall, with similar results for the 4 ng and 70 ng samples. The results of the SMART-Seq v4 processed samples were similar to TruSeq (Spearman correlation > 0.8) despite using lower amount of input RNA. All RiboTag-IP samples had an increase in the intronic reads compared with the corresponding whole tissue, suggesting that the IP captures some immature mRNAs. The SMARTer-processed samples had a higher representation of ribosomal and non-coding RNAs leading to lower representation of protein coding mRNA. The enrichment or depletion of IP samples compared to corresponding input RNA was similar across all kits except for SMARTer kit.

**Conclusion:**

RiboTag-seq can be performed successfully with as little as 250 pg of total RNA when using the SMART-Seq v4 kit and 4 ng when using the modified protocols of other library preparation kits. The SMART-Seq v4 and TruSeq kits resulted in the highest quality libraries. RiboTag IP RNA contains some immature transcripts.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-5066-2) contains supplementary material, which is available to authorized users.

## Background

Considerable scientific effort has been dedicated to understanding cell type-specific expression profiles from complex tissues, such as brain, liver, pancreas, testes, eye or ear [1–7]. To overcome the issue of cellular heterogeneity within complex tissues, two methods have been traditionally used in mice: Laser-Capture Microdissection (LCM) [8, 9] and Fluorescence Activated Cell Sorting (FACS) [10, 11]. However, LCM is a laborious and time-consuming procedure with low yield of mRNA; and FACS requires tissue dissociation – which may lead to changes in gene expression – and requires dedicated equipment [12]. More recently, single cell RNA-seq has been introduced. However, this technique too requires tissue dissociation and is currently limited by the number of genes detected per sequenced cell [13, 14]. To overcome these limitations, Translating Ribosome Affinity Purification (TRAP) [15] and RiboTag [16] have been recently developed to study cell type-specific transcriptome profiles. Both methods rely on immunoprecipitation of ribosome-attached RNA (also named ‘translatome’) by cell type-specific molecular targeting of the ribosomal proteins, often in a Cre-lox based system [15–17]. These methods have the advantage of not requiring tissue dissociation, thus allowing for cell type-specific translatome analysis from intact tissues.

While ribosome-attached RNA sequencing for expression analysis has been validated from a biological standpoint [18, 19], the technical aspects of its library construction and sequencing have not been studied. In instances where small complex tissues are studied, the amount of starting material after immunoprecipitation may be limited (e.g., less than 5 ng). When starting from low amounts of RNA, additional cycles of amplification using PCR are performed after adapter ligation to amplify the cDNA to generate enough material for sequencing. Multiple commercial kits are available in the market to build cDNA libraries from samples with low amounts of RNA, including kits from NuGEN, New England Biolabs (NEB), Illumina and TaKaRa. Standard protocols for library construction are commonly designed to start with more than 100 ng of total RNA [20, 21] and only a few studies have been conducted to compare the performance of library preparation kits using less than 5 ng of total RNA as their starting amount [22, 23]. In this study, we selected four of the commonly used library preparation kits that are also suitable for lower-input samples for comparison. We modified the standard protocols for NEB and Illumina library preparation kits to enable them to work with smaller amounts of RNA than the recommended amounts down to as little as 4 ng of total RNA. We included one kit, SMART-Seq v4, that was designed for single cell RNA-seq and tested it with 4 ng and 250 pg of total RNA. We evaluated the performance of the different kits based on duplication rate, percentage of intronic and exonic regions being detected, the evenness of coverage of transcripts and ribosomal RNA read-count in comparison to total reads. We also compared the reproducibility of the enrichment or depletion effect based on ribotag-translatome profile for the first time.

## Methods

### Animals

The *Gfi1*-Cre knock-in mice generated by Dr. Lin Gan (University of Rochester) were kindly provided by Dr. Jian Zuo of the Developmental Neurobiology Department at St. Jude Children’s Research Hospital. RiboTag mice generated by Dr. Paul S Amieux (University of Washington) were kindly provided by Dr. Mary-Kay Lobo of the Department of Neurobiology and Anatomy at University of Maryland Baltimore. B6.Cg-Gt(ROSA)26Sor^tm14(CAG-tdTomato)Hze^/J mice (also referred to as Ai14) were purchased from the Jackson Laboratory (stock #007914, Bar Harbor, ME). Experimental animals for RNA-seq, *Gfi1*^*Cre/+*^*;RiboTag*^*HA/HA*^, were obtained by crossing RiboTag mice with Gfi1-Cre mice. Animals for immunostaining, *Gfi1*^*Cre/+*^*;Ai14*, were obtained by crossing Gfi1-Cre mice with Ai14 mice [24]. All procedures involving animals were carried out in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals and have been approved by the Institutional Animal Care and Use Committee at the University of Maryland, Baltimore (protocol numbers 1015003 and 0915006).

### Ribosome immunoprecipitation and RNA extraction

Three 30-day old *Gfi1*^*Cre/+*^;*RiboTag*^*HA/HA*^ mice were euthanized by CO_2_ asphyxiation followed by cervical dislocation. Livers were harvested and immediately frozen on dry ice. Equal amounts of liver were used for input RNA extractions (RNeasy Plus Micro kit, QIAGEN USA, Germantown, MD, USA) or futher processed for ribosome immunoprecipitation (5 μg of purified anti-HA.11, BioLegend, San Diego, CA, USA) followed by RNA extraction as previously decribed in Sanz et al., 2009 [16]. The RNeasy Plus Micro kit is optimized for the removal of genomic DNA through a combination of high salt buffer and the gDNA Eliminator spin column. Quality of the RNA was assessed on an Agilent Technologies Bioanalyzer 2100 RNA pico chip as per the manufacturer’s instructions (Agilent Technologies, Palo Alto, CA, USA). All samples had a RIN score of 10 and no evidence of DNA contamination in the form of a high molecular weight DNA band. All RNA was equally aliquoted to test for the performance of five commercial kits and seven protocols.

### Real-time RT-PCR

Efficiency of the ribosome immunoprecipitation was assessed by reverse transcription followed by real time PCR. One nanogram of total RNA from the input and the IP samples was used for reverse transcription using the Maxima First Strand cDNA Synthesis Kit for RT-qPCR (Thermo Fisher Scientific, Waltham, MA, USA). The real time PCR was performed on an Applied Biosystems® StepOnePlus™ Real-Time PCR System with the Maxima SYBR Green/ROX qPCR Master Mix (Thermo Fisher Scientific, Waltham, MA, USA) and the following primers: *Gapdh*-Fw 5’-GGAGAAACCTGCCAAGTATGA-3′; *Gapdh*-Rv 5′- TCCTCAGTGTAGCCCAAGA-3′; *Gfi1*-Fw 5′- AATGCAGCAAGGTGTTCTC-3′; *Gfi1*-Rv 5′- CTTACAGTCAAAGCTGCGT-3′.

### Immunostaining

Progeny from a cross between *Gfi1*^*Cre/+*^ mice and TdTomato reporter mice Ai14 were euthanized at P1 and their livers were harvested. Following fixation in 4% paraformaldehyde overnight at 4 °C, livers were cryoprotected through incubation in PBS with increasing amount of sucrose before being embedded in O.C.T. compound (Scigen, Gardena, CA, USA). Ten μm cryosections were permeabilized with PBS supplemented with 0.2% Tween-20 for 1 h at room temperature and incubated with Alexa Fluor™ 488 Phalloidin (1/800, Thermo Fisher Scientific, Waltham, MA, USA) and DAPI (1/20,000, Thermo Fisher Scientific, Waltham, MA, USA). Samples were mounted with ProLong Gold antifade reagent (Thermo Fisher Scientific, Waltham, MA, USA). Images were acquired using a Nikon Eclipse E600 microscope (Nikon, Tokyo, Japan) equipped with a Lumenera Infinity 3 camera (Lumenera, Ottawa, ON).

### RNA-Seq library construction

Below are the experimental methods for RNA-Seq library construction. We followed the manufacturer’s instructions with minor modifications, as noted below. The shearing approach was not altered and remains different between kits.

#### Ovation® RNA-Seq system V2 combined with TruSeq RNA library prep kit v2

We performed a hybrid library preparation by using Ovation® RNA-Seq System V2 (NuGEN, San Carlos, CA, USA) to synthesize cDNA and the TruSeq RNA Library Preparation Kit v2 to construct the sequencing library (Illumina, San Diego, CA, USA), consistent with the NuGEN manufacturer protocol (See Additional file 1: Table S1). Briefly, 4 ng of total RNA or RiboTag IP RNA were used to synthesize cDNA following the NuGEN’s instructions. Subsequently, 200 ng of cDNA were sheared to an average size of 300 bp with a Covaris E220 Focused-Ultrasonicator (Covaris Inc., Woburn, MA, USA). Following the manufacturer protocol, the library was prepared from the sheared cDNA using the Illumina TruSeq RNA Library Prep Kit with 8 cycles of PCR.

#### SMARTer® stranded total RNA-Seq kit-Pico input mammalian

Four nanograms of RNA were used as input material and libraries were prepared by following the SMARTer Stranded Total RNA-Seq kit-Pico Input Mammalian user manual (Takara Bio USA, Mountain View, CA, USA). In brief, samples were fragmented at 94 °C for 4 min prior to first-strand synthesis. Illumina adaptors and indexes were added to single-stranded cDNA via 5 cycles of PCR. Libraries were hybridized to R-probes for fragments originating from ribosomal RNA to be cleaved by ZapR. The resulting ribo-depleted library fragments were amplified with 15 cycles of PCR.

#### SMART-Seq® v4 ultra® low input RNA kit for sequencing

Two types of libraries were prepared by using 4 ng or 250 pg RNA from each sample. Libraries were prepared by following the SMART-Seq v4 Ultra Low Input RNA Kit (Takara Bio USA, Mountain View, CA, USA) user manual. The cDNA was amplified with 11 cycles of PCR. Nextera XT kit (Nextera XT DNA Library Preparation Kit (Illumina, San Diego, CA) was used to make cDNA libraries suitable for Illumina sequencing.

#### TruSeq RNA library prep kit v2

Two types of libraries were prepared by using 70 ng or 4 ng RNA from each sample. The 70 ng libraries were built using TruSeq RNA Library Prep Kit v2 (Illumina, San Diego, CA, USA) according to the manufacturer protocol. Size selection was performed using SPRIselect beads (Beckman Coulter, Indianapolis, IN, USA) and in-house calibration values (first round selection to select the upper or right limit of the distribution), salt unit equals to 0.427 and second round selection to select the lower or left limit of the distribution, salt unit = 0.455). The cDNA was amplified with 19 cycles of PCR. Libraries were prepared using 4 ng of RNA with modifications to the standard protocol by reducing the end-repair reaction to 1/2 the recommended amounts of enzyme mix and sample volume. In addition A-tail ligation followed the standard protocol without the use of internal control mixes. Due to the low input amount, no size selection was applied to the 4 ng libraries. The cDNA was amplified with 22 cycles of PCR. Libraries prepared using 70 ng of RNA were prepared following the standard protocol and cDNA was amplified with 14 cycles as suggested by manufacture protocol.

#### NEBNext® ultra™ directional RNA library prep kit for Illumina

Four nanograms of total RNA were used for NEBNext® Ultra™ Directional RNA Library Prep Kit (New England Biolabs, Ipswich, MA, USA). Poly-A selection and cDNA synthesis were performed according to NEB protocol. The adaptors were diluted with a 1:30 ratio instead of the recommended 1:10 ratio. Size selection was performed using SPRIselect beads. (Beckman Coulter, Indianapolis, IN, USA) with in-house calibration values. The cDNA was amplified with 22 cycles of PCR.

### Sequencing

Samples prepared by TruSeq, NEB, NuGEN and SMARTer were sequenced at the Institute for Genome Sciences (IGS) Genomics Resource Center (Baltimore, MD) on a HiSeq 4000 using 75 base read lengths in paired-end mode. Samples prepared by SMART-Seq v4 were sequenced by the Genomics and Computational Biology Core (GCBC) at the National Institute on Deafness and Other Communication Disorders (NIDCD/NIH) on a HiSeq 1500 using a read length of 126 bases in paired-end mode.

### RNA-Seq analyses

The Illumina adapters used during the library construction were removed from the reads using Trimmomatic [1]. In order to reduce the impact of lower quality reads on the alignment, all reads were trimmed to 60 bp using the FASTX Toolkit v-0.0.13 [25] resulting in a Phred-Quality-Score greater than 30. The reads generated for each RNA sample were analyzed and compared using an Ergatis-based RNA-Seq analysis pipeline [26] where sequencing reads were aligned and annotated to the UCSC mouse reference genome (mm10, GRCm38.84) from Ensembl (http://www.ensembl.org) using TopHat v-2.0.8 [27] (maximum number of mismatches   =   2; segment length   =   30; maximum multi-hits per read   =  25; maximum intron length   =   50,000) and the number of reads that aligned to the predicted coding regions were determined using HTSeq [28]. Bedtools (v-2.7.1) [29] was used to count the reads mapping to exons according to Ensembl gene annotations (March 2016, Mus_musculus.GRCm38.84, with 47,729 genes annotated). Read counts per million mapped reads values (CPM) [28] or reads per kilobase of transcripts per million mapped reads (RPKM) [30] were calculated and used for downstream analyses. 5′-3′ exonic coverage was calculated using CollectRnaSeqMetrics component of picard-tools (v-1.60, https://broadinstitute.github.io/picard/), and duplication rate was calculated using EstimateLibraryComplexity of Picard-tools.

### Statistical analysis

All plots were generated using R (v-3.2.4), including the following R packages ggplot2, ComplexHeatmap for producing bar plots or heat maps, and limma to generate Venn diagrams. The difference among groups in boxplots was evaluated based on the overlapping of the notch region [31]. The notch is defined as median m ± 1.58IQR/√n [31]. The significance test is evaluated using a non-parametric Wilcoxon test with *p* < 0.05.

### Accession number

All of the processed gene expression data from this study have been submitted to the NCBI Gene Expression Omnibus (GEO) under accession number GSE104213.

## Results

### Sample preparation for sequencing

In order to evaluate the efficiency of different library preparation kits with low amounts of RNA obtained after ribosome immunoprecipitation, we crossed RiboTag mice with *Gfi1*-Cre mice to obtain progeny that expressed HA-tagged ribosomes in cells with *Gfi1* expression. We obtained RNA from liver because it is a tissue that, at least during embryogenesis, expresses *Gfi1*, thus allowing for early induced recombination in a subset of the liver cells for permanent expression of a reporter gene [32] (Additional file 2: Figure S1a). Additionally, the size of the liver would provide enough material to test five different kits with varying amounts of starting RNA from individually processed samples. Livers were processed for HA-tagged ribosome immunoprecipitation (IP) followed by RNA extraction as previously described [16]. Prior to sequencing, the efficacy of the IP was confirmed by comparing the level of *Gfi1* transcripts in the input and IP samples using real time RT-PCR (Additional file 2: Figure S1b). The profiles generated by the five different commercial library preparition kits, from four different manufacturers, were compared in this study (See Additional file 1: Table S1). 

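RNA of the liver homogenate (input) and RNA that came down with an antibody against the HA tag (IP) was obtained from 3 mice in which Gfi1-Cre switches on the tagged ribosomal protein Rpl22. From the same 3 mice, 3 input and 3 IP libraries were made with each of 7 protocols, 42 libraries in all. The protocols are named NEB, NuG (NuGEN Ovation V2) and SMTer (SMARTer Stranded), each with 4 ng of RNA, SMTseq4 and SMTseq0.25 (SMART-Seq v4 with 4 ng and 0.25 ng), and Tru4 and Tru70 (TruSeq with 4 ng and 70 ng). For each library the authors deposited the number of reads counted on the exons of each of 47729 Ensembl genes, without normalization, and RPKM values of the same genes, which the authors had scaled to gene length and to the number of reads. Here the counts were divided by the library's total over all genes and given as CPM. The paper defines its CPM by the number of mapped reads, a larger denominator. The total ranged from 464199 in an SMTer IP library to 45466334 in a Tru4 input library. A share of 3 counts, taken as the smallest that the depth can show, is 6.46 CPM in the first of these libraries and 0.0660 CPM in the second. Such floors, and the intervals given with shares of genes, cover counting error only, because reads amplified by PCR are not independent molecules. Gene names, biotypes, coordinates and transcript lengths were taken from GENCODE M21 on GRCm38, which holds 47310 of the gene identifiers (99.1%). The NEB, NuG, SMTer, Tru4 and Tru70 libraries were sequenced at one centre and both sets of SMART-Seq v4 libraries at another, so a difference between SMART-Seq v4 and the other kits cannot be told apart from a difference between centres. Table 2 lists a number of features for each of the 42 libraries. All 42 numbers equal the number of genes with at least 1 read in a library of the same protocol, and 34 of them do so at the library whose label gives that fraction and replicate. The other 8 belong to replicate 3 of NEB, NuG, SMTer and Tru4, where the library labelled input carries the number that Table 2 gives for IP, and the library labelled IP the number for input. The numbers of reads in Table 2 match the labelled library in 22 of 42 cases. All 42 lie in the protocol and fraction that the feature numbers give, so the fractions of Table 2 hold together and its replicate numbers do not throughout. Values are given with the fractions as labelled. Where the 8 libraries of replicate 3 enter, most are also given with the fractions as in Table 2, a setting chosen after seeing the data. IP and input libraries of one protocol were compared with edgeR's quasi-likelihood test on the exon counts, with TMM normalization, the filterByExpr filter and Benjamini-Hochberg adjustment, without pairing the libraries by mouse. Means are given ± SD with n = 3 libraries or mice unless stated otherwise. Comparisons of protocols with 3 values each used the two-sided exact permutation test, whose smallest possible p is 0.1.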

NEBNext® Ultra™ Directional RNA Library Prep Kit for Illumina (NEB) with 4 ng of RNA,NuGEN Ovation® RNA-Seq System V2 with 4 ng of RNA (NuGEN) with 4 ng of RNA, TaKaRa SMARTer® Stranded Total RNA-Seq Kit-Pico Input Mammalian with 4 ng of RNA (SMARTer), TaKaRa SMART-Seq® v4 Ultra® Low Input RNA Kit for Sequencing with 4 ng and 0.25 ng of RNA (SMARTseq4 and SMARTseq0.25) and Illumina TruSeq RNA Library Prep Kit v2 with 4 ng and 70 ng of RNA (TruSeq4 and TruSeq70). 

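The deposited counts of each library also give the number of reads that fell on no feature. Of these reads, the reads on genes and the ambiguous reads together, SMTer libraries had 87.9% ± 7.49 (SD, n = 6 libraries) on no feature, with a range from 76.8% to 93.8%. The share was 18.8% ± 8.64 with NuG, 13.2% ± 3.83 with NEB and 5.05% ± 1.65 with Tru70, with n = 6 each. In the annotation, 4549 genes of the files share at least 200 exonic bases with a gene on the opposite strand. Their SMTer input CPM, averaged over replicates 1 and 2, had a Spearman correlation across genes of 0.385 with the same gene's Tru70 CPM and of 0.596 with the Tru70 CPM of the gene on the opposite strand. For the 5 other protocols these correlations lay between 0.896 and 0.955 for the same gene and between 0.0926 and 0.125 for the opposite one. Genes are not independent replicates. The antisense gene Gm10069 (ENSMUSG00000059659), on the plus strand of chromosome 6 from 128438757 to 128503281, had 4891 CPM in SMTer input and 0 CPM in Tru70 input. Its neighbour Pzp (ENSMUSG00000030359), on the minus strand of chromosome 6 from 128483567 to 128526720, had 455 CPM in SMTer input and 3439 CPM in Tru70 input. The antisense gene Apol7d (ENSMUSG00000073652), on the plus strand of chromosome 1 from 71652837 to 71662843, had 1851 and 0.446 CPM, and Fn1 (ENSMUSG00000026193), on the minus strand from 71585520 to 71653200, had 361 and 1289.9 CPM, in the same order.

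**Figure D1:**
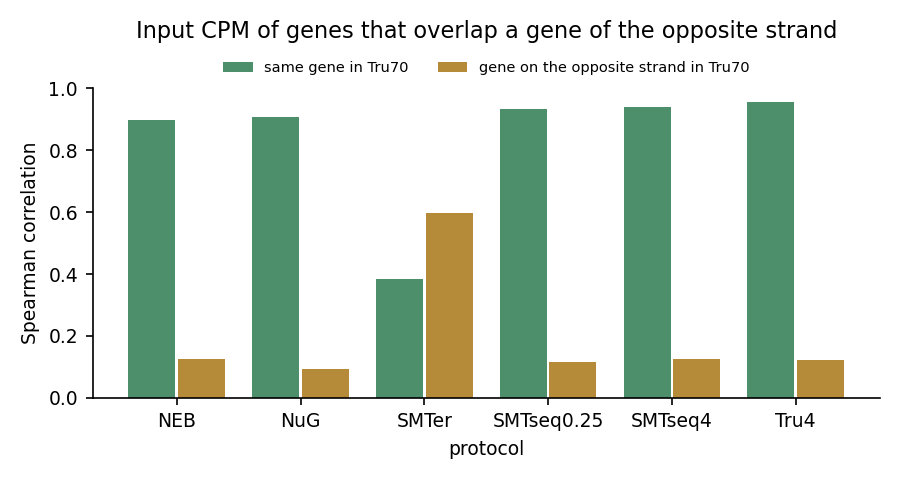
Spearman correlation across 4549 genes (y axis, no unit) of each protocol's input CPM with the Tru70 input CPM of the same gene and of the gene that overlaps it on the opposite strand. SMTer is the protocol whose correlation with the opposite gene, 0.596, is above that with the same gene, 0.385.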

Of these kits only the SMARTer kit produced strand specific libraries and we therefore did not analyze the data for strandness.

### Comparison of mapping efficiency and duplication rate

The number of reads varied widely among samples being prepared by different library preparation kits. Input RNA samples generated 14.7 to 122 million pair-end reads (2 × 60 bp) and IP RNA samples generated 12 to 108 million pair-end reads (2 × 60 bp). Overall, fewer raw/mapped reads were generated when using the NuGEN kit. Of the raw reads, 12.5 to 111 million reads mapped to mouse genome for input RNA samples while 9.2 to 94.6 million reads mapped for IP RNA samples (Fig. 1a).

**Fig. 1:**
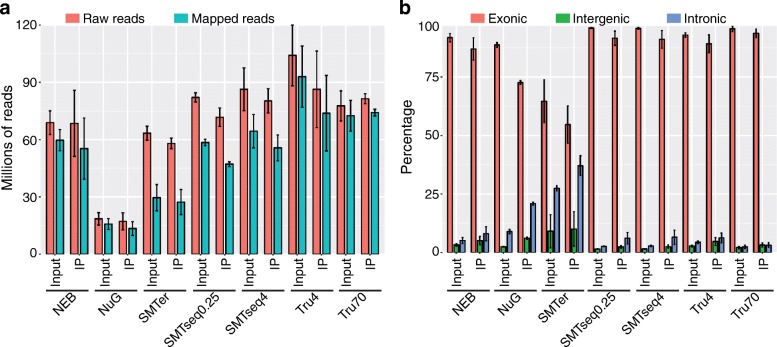
Descriptive characteristics of raw and mapped reads. **a** Total number of raw reads and number of reads mapped to the mouse genome (mm10, GRCm38.84). **b** Percentage of reads mapped to exonic, intronic and intergenic regions. NEB: NEBNext® Ultra™, NuG: NuGEN Ovation®, SMTer: SMARTer® Stranded; Tru4: TruSeq using 4 ng of RNA; Tru70: TruSeq using 70 ng of RNA. SMTseq4: SMART-Seq® v4 using 4 ng of RNA; SMTseq0.25: SMART-Seq® v4 using 250 pg of RNA

In order to evaluate the expression profile composition and library complexity, we assessed the duplication rate of the read pairs (Table 1) as lower duplication rates usually indicate a higher complexity of the sample and better representation of RNA present in a sample [20]. In this study, duplication rate ranged from 26 to 99% (Table 1). However, the duplication we observed was not well correlated with the numbers of PCR cycles and was more dependent on the library prep kit. For instance, while NEB and TruSeq4 samples both had the highest number of PCR cycles (22), their duplication rates differed (Table 1). Indeed, NEB-input samples had the highest duplication rate of 99% with the overall largest number of reads duplicated more than 200 times while the TruSeq4 samples had a duplication rate of 72% with a substantially smaller number of reads with greater than 200 duplications (Table 1 and Additional file 3: Figure S2).

**Table 1:** Duplication rate of libraries prepared by different kits

Kit	Sample type	PCR cycles for lib prep	Percent_Duplication (%)			
			replicate			avg
			1	2	3	
NEB^a^	Input	22	97	99	97	97
	IP		99	99	99	99
NuG/Tru^b^	Input	8	52	53	52	53
	IP		36	31	26	31
SMTer^c^	Input	15	83	86	85	85
	IP		86	83	68	79
Tru4^d^	Input	22	67	77	71	72
	IP		85	82	99	89
Tru70^e^	Input	19	90	94	92	92
	IP		98	97	96	97
SMTseq4^f^	Input	11	40	38	40	40
	IP		60	49	48	52
SMTseq0.25^f^	Input	11	37	37	41	38
	IP		59	50	47	52

^a^NEBNext® Ultra™ Directional RNA Library Prep Kit for Illumina

^b^Nugen Ovation® RNAseq System v2

^c^SMARTer® Stranded Total RNA-Seq Kit-Pico Input Mammalian User

^d^TruSeq® RNA sample preparation v2,4 ng

^e^TruSeq® RNA sample preparation v2,70 ng

^f^SMART-Seq v4 Ultra Low Input RNA Kit

### Detection of exonic, intergenic and intronic regions

Among the mapped reads, SMARTer samples showed the lowest alignment to exonic regions. The percentage of reads aligned to exonic regions was greater than 85% in samples prepared with NEB, TruSeq and SMARTseq library kits and less than 70% in samples prepared with the SMARTer and NuGEN kits (Fig. 1b). As expected, the overall percentage of reads aligning to intronic regions detected in input samples was less than 10% for most samples, except for samples prepared by the SMARTer kit, where more than 20% of the reads align to intronic regions. IP samples had roughly twice as many reads aligning to intronic regions, or 10% more intronic reads compared with the corresponding input RNA samples, which may suggest that the IP captures some immature mRNAs. In particular, the percentage of intronic reads from the SMARTer samples increased from 22% for the input RNA to 41% for the IP RNA. The percentage of intronic reads for the NuGEN samples ranged from 8% for the input RNA and 22% for the IP RNA.

### Number of genes being detected as expressed

Because of the differences in sequencing efficiency and library complexity, we examined the number of features detected in samples prepared with each library kit. After removing ambiguous reads or reads mapped to multiple features using HTSeq, we detected between 10,184 to 21,161 genes where the CPM values were greater than zero (Table 2). 

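Genes with at least 1 read numbered 13446 ± 937 with NEB, 17201 ± 898 with NuG, 12716 ± 2776 with SMTer, 16564 ± 390.1 with SMTseq0.25, 19343 ± 264 with SMTseq4, 20310 ± 737 with Tru4 and 15872 ± 263 with Tru70 per input library. In IP libraries they numbered 11548 ± 564 with NEB, 17060 ± 1245 with NuG, 11506 ± 802 with SMTer, 16741 ± 187 with SMTseq0.25, 20291 ± 396 with SMTseq4, 18666 ± 1101 with Tru4 and 15108 ± 632 with Tru70. With the fractions as in Table 2, the numbers for input were 12475 ± 1062 with NEB, 16343 ± 669 with NuG, 11131 ± 1063 with SMTer and 19800 ± 147.9 with Tru4, and those for IP were 12518 ± 1664 with NEB, 17918 ± 251 with NuG, 13091 ± 2331 with SMTer and 19176 ± 1862 with Tru4. The smallest number in a single library was 10184, in SMTer input, and the largest was 21161, in Tru4 input. Drawing every library at random down to 464199 counts, the total of the smallest library, gave 11698 ± 1004 with NEB, 12023 ± 1889 with NuG, 11555 ± 2935 with SMTer, 11745 ± 89.6 with SMTseq0.25, 12027 ± 58.9 with SMTseq4, 12928 ± 748 with Tru4 and 12057 ± 69.2 with Tru70 for input. Detection from 5 reads moved SMTer input further, to 6736 ± 2611.

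**Figure D2:**
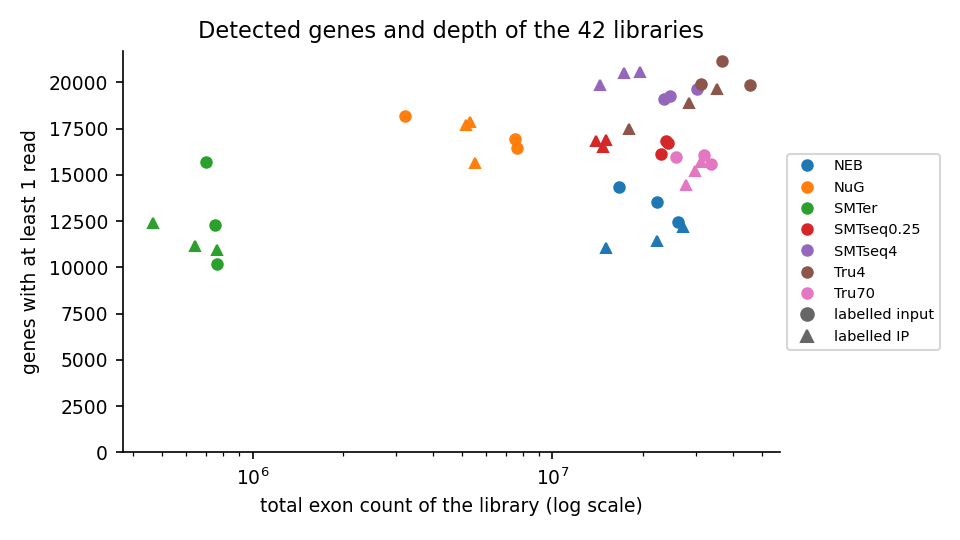
Genes with at least 1 read in each library (y axis, number of genes) against its total exon count (x axis, log scale), by protocol and fraction as labelled. The SMTer libraries lie at 762562 counts or fewer and the Tru4 libraries reach 45466334 counts.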

The corresponding average raw read counts ranged from 0.76 to 37 million reads. 

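Mean total exon counts of input libraries were 21755434 ± 4835391 with NEB, 6107279 ± 2498612 with NuG, 737927 ± 32525 with SMTer, 23704942 ± 704399 with SMTseq0.25, 26135388 ± 3573141 with SMTseq4, 37850521 ± 7143169 with Tru4 and 30565896 ± 4215685 with Tru70. Those of IP libraries were 21606423 ± 6136826 with NEB, 5330153 ± 194255 with NuG, 622945 ± 148789 with SMTer, 14569961 ± 547963 with SMTseq0.25, 17082483 ± 2589962 with SMTseq4, 27323613 ± 8735658 with Tru4 and 29617614 ± 1631508 with Tru70. SMTer totals were the lowest in both fractions, and no SMTer library reached the total of any library of another protocol.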

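NEB input libraries had fewer detected genes than those of NuG, SMTseq0.25, SMTseq4, Tru4 and Tru70, with mean differences from -2426 genes against Tru70 to -6864 genes against Tru4, and every NEB library lay below every library of these protocols (exact permutation test, two-sided, p = 0.1 each, n = 3 against 3). SMTer input libraries had 4484 genes fewer than NuG, taken as NuG minus SMTer (exact permutation test, p = 0.1), and differed from Tru70 by -3156 genes (exact permutation test, p = 0.2). Between NEB and SMTer the difference was 729.7 genes in input (exact permutation test, p = 0.7) and 41.3 genes in IP (exact permutation test, p = 1.0), within the spread of the SMTer libraries. In IP libraries the differences from Tru70 were -3560 genes for NEB and -3601 genes for SMTer (exact permutation test, p = 0.1 each). Taking the fractions as in Table 2, the SMTer difference from Tru70 was -4741 genes in input (exact permutation test, p = 0.1), with every SMTer library below every Tru70 library, and -2016 genes in IP (exact permutation test, p = 0.4).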

Fewer features were detected in SMARTer and NEB samples. All of the annotated genes (47,729) were binned into 6 groups (RPKM≤1, 1 < RPKM≤10, 10 < RPKM≤100, 100 < RPKM≤1000, 1000 < RPKM≤10,000 and RPKM> 10,000. Fig. 2). 

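Of all 47729 genes, those with an RPKM of at most 1 in an input library numbered 40374 ± 922 with NEB, 41412 ± 2341 with NuG, 42154 ± 2149.5 with SMTer, 40359 ± 184 with SMTseq0.25, 40324 ± 127 with SMTseq4, 40102 ± 1009 with Tru4 and 40648 ± 119.8 with Tru70. The spread of NuG and SMTer libraries exceeded their difference from Tru70 as labelled. When the fractions follow Table 2, the numbers were 40946 ± 150.2 with NEB, 42834 ± 123 with NuG, 42909 ± 1121 with SMTer and 40692 ± 115 with Tru4, and NuG and SMTer then exceeded Tru70 by more than the spread. Leaving the 10 genes with the most counts of each library out of the total used for scaling gave 39612 ± 784 with NEB, 38258 ± 435 with NuG, 37920 ± 1169 with SMTer and 39768 ± 161 with Tru70. The highest RPKM of the replicates gave 37747, 38197, 39368 and 39649 in the same order.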

SMARTer, NuGEN, and NEB samples had more genes that were entirely missed or had low expression levels (RPKM≤1) in comparison to the other kits in the input samples (Fig. 2a). 

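In IP libraries, genes with an RPKM of at most 1 numbered 40971 ± 769 with NEB, 40598 ± 2108 with NuG, 42824 ± 626 with SMTer, 40791 ± 711 with SMTseq0.25, 40836 ± 880.0 with SMTseq4, 40172 ± 1031 with Tru4 and 39697 ± 745 with Tru70. Values for the fractions of Table 2 were 40399 ± 1209 with NEB, 39176 ± 606 with NuG, 42069 ± 1888 with SMTer and 39582 ± 1071 with Tru4.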

The SMARTer and NEB samples had more genes with a lower expression levels (RPKM≤1) also in the IP (Fig. 2c). The number of genes within RPKM range (100–10,000) was relatively low in SMARTer and NuGEN samples (Fig. 2b, d). Conversely, SMARTer samples contained more highly expressed genes (RPKM> 10,000) than others samples, but the majority of these were rRNA genes or genes encoding for hypothetical proteins (Fig. 2b, d and See Additional file 1: Table S2).

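Genes with an RPKM above 100 and up to 10000 numbered 403 ± 24.7 with NEB, 159 ± 17.2 with NuG, 178 ± 58.4 with SMTer, 493 ± 36.9 with SMTseq0.25, 482 ± 34.8 with SMTseq4, 340.3 ± 14.6 with Tru4 and 404 ± 9.02 with Tru70 in input libraries. In IP libraries they numbered 379 ± 38.3 with NEB, 171 ± 24.2 with NuG, 170.3 ± 67.6 with SMTer, 377 ± 52.0 with SMTseq0.25, 373 ± 48.9 with SMTseq4, 324 ± 17.7 with Tru4 and 386 ± 12.2 with Tru70. NuG and SMTer means were below those of the other protocols by more than the spread of the libraries in both fractions, and remained so with the fractions as in Table 2, where NuG had 147 ± 5.29 genes in input and 182.3 ± 5.13 in IP, and SMTer 192 ± 71.7 and 157 ± 44.6. With the 10 genes with the most counts left out of the scaling, NuG input had 308 such genes. In the same setting SMTer rose above the Tru70 means given here in both fractions, so its lower number may depend on the scaling.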

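Genes with an RPKM above 10000 numbered 7 ± 3.61 with NEB, 8.67 ± 1.15 with NuG, 15.7 ± 4.16 with SMTer, 2.67 ± 0.577 with SMTseq0.25, 1.67 ± 0.577 with SMTseq4, 10 ± 2.65 with Tru4 and 4.33 ± 2.08 with Tru70 per input library, and 8.33 ± 3.06 with NEB, 8.67 ± 0.577 with NuG, 14 ± 1.73 with SMTer, 6.33 ± 1.53 with SMTseq0.25, 6.33 ± 1.53 with SMTseq4, 8.67 ± 2.08 with Tru4 and 6.33 ± 1.53 with Tru70 per IP library. Tallied on the mean RPKM of the replicates, SMTer had 16 such genes in input and 16 in IP, of which 3 in each fraction were rRNA genes by the annotation (the nuclear CT010467.1 and the mitochondrial mt-Rnr1 and mt-Rnr2) and none was protein-coding. The others were annotated as lincRNA (Gm42418 and AY036118), microRNA, mitochondrial tRNA or other small RNA genes. The exons of Gm42418 share 1822 bases with those of CT010467.1 on the opposite strand, so annotated biotypes may count too few rRNA genes. In Tru70 IP, 4 of 7 were protein-coding, the hemoglobin genes Hba-a1, Hba-a2, Hbb-bs and Hbb-bt. Using the fractions as in Table 2, SMTer had 16 such genes in input and 12 in IP.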

**Table 2:** Number of features with CPM > 0

Kit	Sample type	Number of features with coverage (CPM > 0)				Number of reads of all expressed features (CPM > 0)			
		Replicate			avg	Replicate			avg
		1	2	3		1	2	3	
NEB	Input	13,543	12,464	11,419	12,475	22,373,163	26,292,017	22,305,929	23,657,036
	IP	11,059	12,165	14,331	12,518	16,668,355	27,323,849	15,122,257	19,704,820
NuG	Input	16,946	16,458	15,624	16,343	5,529,417	7,615,866	7,482,819	6,876,034
	IP	17,715	17,841	18,198	17,918	3,223,153	5,319,712	5,141,329	4,561,398
SMTer	Input	12,281	10,184	10,929	11,131	759,221	762,562	750,159	757,314
	IP	12,422	11,168	15,684	13,091	701,059	645,414	464,199	603,557
Tru4	Input	19,906	19,863	19,631	19,800	35,368,451	45,466,334	31,299,550	37,378,112
	IP	17,467	18,899	21,161	19,176	36,785,680	28,571,125	18,031,264	27,796,023
Tru70	Input	15,957	15,577	16,082	15,872	32,103,296	33,797,108	25,797,283	30,565,896
	IP	14,430	15,213	15,680	15,108	31,150,532	29,799,544	27,902,766	29,617,614
SMTseq4	Input	19,111	19,287	19,630	19,343	23,573,272	24,615,731	30,217,161	26,135,388
	IP	19,835	20,551	20,488	20,291	14,407,184	19,577,709	17,262,557	17,082,483
SMTseq0.25	Input	16,834	16,742	16,117	16,564	23,815,261	24,347,672	22,951,893	23,704,942
	IP	16,827	16,870	16,527	16,741	13,971,566	15,047,219	14,691,099	14,569,961

**Fig. 2:**
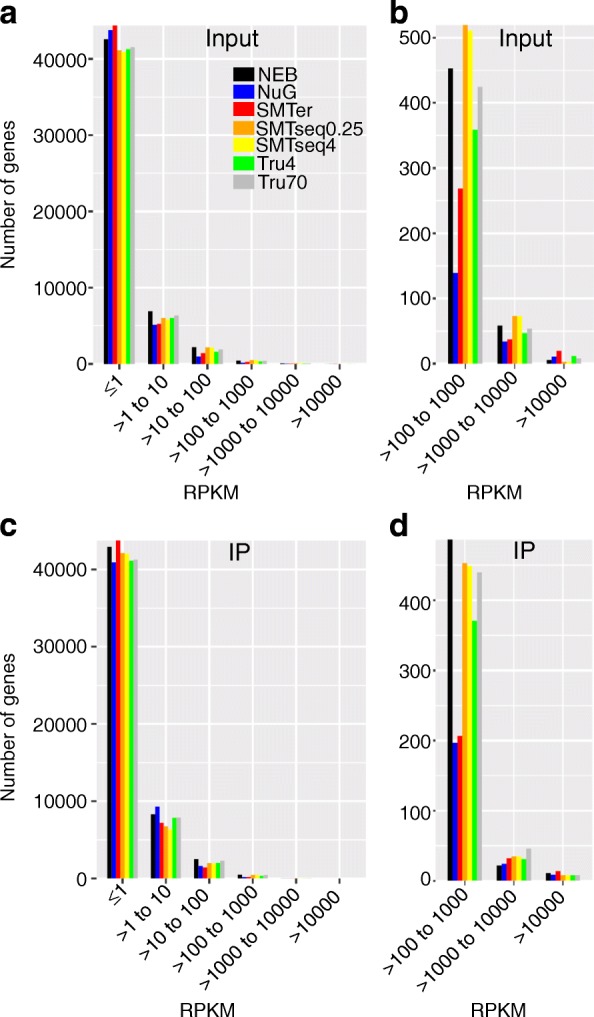
Detected transcripts binned by RPKM. There were 33,399 transcripts detected in at least one input sample, 35,395 transcripts detected in at least one IP sample and all of these genes were used for the binning. Y-axis: number of transcripts detected in at least one replicate. **a** and **c** Number of genes binned by RPKM as detected by the different kits in the input and IP, respectively. **b** and **d** These plots are subsets of (**a**) and (**c**) focusing only on highly expressed transcripts (RPKM> 100)

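An RPKM above 0 in at least 1 of the 21 libraries of a fraction was found for 34901 genes in input and 34345 genes in IP with the fractions as labelled, and for 33399 and 35395 genes with the fractions as in Table 2. At least 1 exon count in any of these libraries was found for 27916 genes in input and 27645 in IP as labelled. These sums over libraries have no replicates.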

In order to compare the similarity of expression profiles of the different kits, we compared genes with at least 1 CPM in at least one replicate across all the samples. 

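Genes with a CPM of at least 1 in at least 1 of 3 libraries were compared in the sets of 5 protocols of Fig. 3. With NEB, NuG, SMTer, Tru4 and Tru70 (Fig. 3a), 11319 of 21061 input genes were found with all 5 protocols, 53.7% (95% Wilson interval 53.1 to 54.4), and in IP (Fig. 3b) 10629 of 20480, 51.9% (95% Wilson interval 51.2 to 52.6). With both SMART-Seq v4 protocols in place of NuG and SMTer, 12120 of 16788 input genes were shared (Fig. 3c), 72.2% (95% Wilson interval 71.5 to 72.9), and 12060 of 17611 IP genes (Fig. 3d), 68.5% (95% Wilson interval 67.8 to 69.2). The shares with the fractions as in Table 2 were 54.1%, 53.2%, 74.4% and 71.5% for the sets of Fig. 3a to 3d. An RPKM of at least 1 in place of a CPM of at least 1 moved the first share most, to 38.2%.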

More than 60% of the genes were co-detected by all kits (Fig. 3). The median CPM for shared genes across all samples was 28 for input samples **(**Fig. 3a, c**)** and 36 for IP samples **(**Fig. 3b, d**)**. 

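Each shared gene was given the median over the 5 protocols of its mean CPM. The median over the shared genes was 19.9 ± 5.77 in the input set of Fig. 3a and 17.3 ± 0.792 in that of Fig. 3c (SD of the medians of 3 replicates). In IP it was 25.2 ± 6.14 in the set of Fig. 3b and 24.6 ± 2.09 in that of Fig. 3d. The Table 2 fractions gave 18.0 ± 0.615 and 16.6 ± 0.507 for input and 25.1 ± 3.21 and 23.9 ± 2.74 for IP. A CPM of at least 1 in all 3 libraries moved the median of the set of Fig. 3a most, to 40.8.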

Meanwhile, less than 10% of features were uniquely detected in NEB, NuGEN and TruSeq input samples, but over 20% of features were uniquely detected from the SMARTer samples. 

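In the input set of Fig. 3a, 3621 genes were found with SMTer only, 20.6% of its genes (95% Wilson interval 20.1 to 21.3). NEB had 418 such genes (2.80%), NuG 568 (3.75%), Tru4 132 (0.903%) and Tru70 187 (1.34%). Under the fractions as in Table 2, 2806 genes were found with SMTer only, 18.7% of its genes. An RPKM of at least 1 left 533 genes with SMTer only. In the input set of Fig. 3c, NEB had 941 genes found with it only (6.31%), SMTseq0.25 315 (2.28%) and SMTseq4 37 (0.280%).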

The median CPM of uniquely detected genes in SMARTer input samples was around 10, while the median for other kits was less than 3. 

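The median over genes found with SMTer only in input of their mean CPM was 1.81 ± 1.65 (SD of the medians of 3 replicates), and 2.22 ± 0.780 with the fractions as in Table 2. Both lie below the 3.93 CPM that 3 counts make in the deepest SMTer input library. The medians for genes found with one other protocol only were 0.900 ± 0.693 CPM for NEB, 0.813 ± 0.783 for NuG, 0.653 ± 0.547 for Tru4 and 0.604 ± 0.178 for Tru70. With the highest CPM of the 3 replicates in place of the mean, the SMTer median was 4.28.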

A similar trend is observed in IP samples (Fig. 3b, d and See Additional file 1: Table S3).

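In the IP set of Fig. 3b, 2536 genes were found with SMTer only, 16.3% of its genes (95% Wilson interval 15.7 to 16.9), and 3413 (19.3%) with the fractions as in Table 2. Their median CPM was 2.87 ± 1.66. NuG had 894 genes found with it only (5.66%), Tru70 560 (3.66%), NEB 171 (1.31%) and Tru4 169 (1.14%). The median CPM of these genes was 0.897 ± 0.721 for NuG and 0.636 ± 0.0847 for Tru70. For NEB it was 2.43, where the median within each single library was 0, because most of these genes had reads in 1 of the 3 libraries.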

**Fig. 3:**
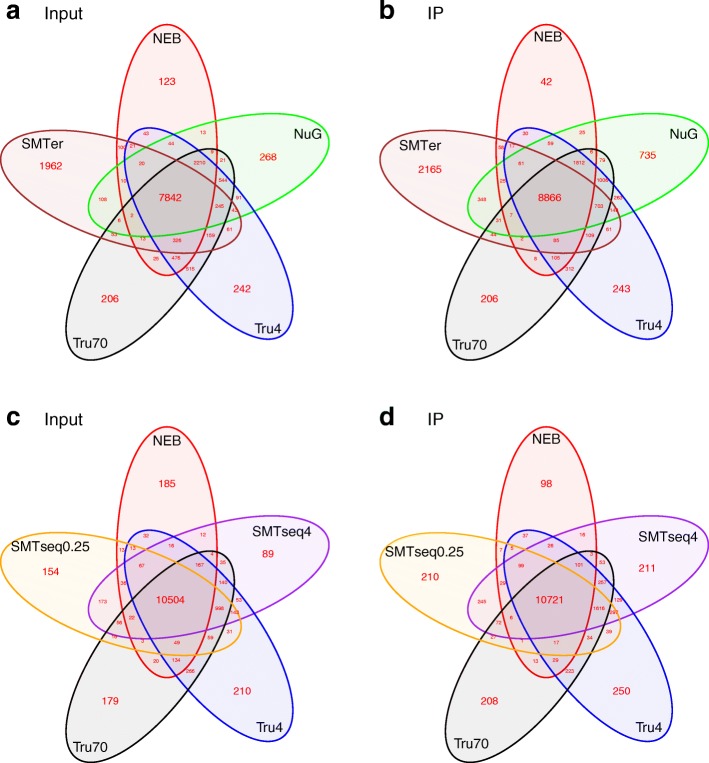
Venn diagrams of identified features in the different libraries. The features with CPM ≥ 1 in at least one out of 3 replicates were used to generate these plots. **a** and **c** represent input samples and **b** and **d** represent IP samples. Most transcripts were detected by all kits tested. However, a higher rate of agreement is seen between the NEB, TruSeq and SMART-Seq prepared samples. NEB: NEBNext® Ultra™, NuG: NuGEN Ovation®, SMTer: SMARTer® Stranded; Tru4: TruSeq using 4 ng of RNA; Tru70: TruSeq using 70 ng of RNA. SMTseq4: SMART-Seq® v4 using 4 ng of RNA; SMTseq0.25: SMART-Seq® v4 using 250 pg of RNA

We also grouped all of the detected features into ribosomal RNA, non-coding (ribosomal RNA, lincRNA, microRNA) and protein-coding groups. The average CPM of ribosomal RNA and non-coding gene groups were 2-fold higher in NuGEN and SMARTer samples than in other samples (Table 3). Conversely, the average CPMs for the protein-coding group were similar across most samples, except for SMARTer prepared samples (Table 4). 

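The mean CPM of rRNA genes with a CPM of at least 1, mitochondrial rRNA included, was 1487 ± 1138 with NEB, 104851 ± 76870.2 with NuG, 70939.6 ± 63944 with SMTer, 6584 ± 692 with SMTseq0.25, 5656 ± 831 with SMTseq4, 5278 ± 1698 with Tru4 and 1915 ± 1126 with Tru70 in input libraries. In IP libraries it was 936 ± 1092 with NEB, 73823 ± 83572 with NuG, 75769.8 ± 41712 with SMTer, 10710.2 ± 14012 with SMTseq0.25, 10194 ± 13549.8 with SMTseq4, 7225 ± 4709 with Tru4 and 2646 ± 1435 with Tru70. For rRNA, lincRNA and microRNA genes together, the input means were 538 ± 199 with NEB, 2834 ± 2131 with NuG, 1627 ± 1064 with SMTer, 175 ± 16.6 with SMTseq0.25, 164 ± 19.5 with SMTseq4, 149.2 ± 61.3 with Tru4 and 61.8 ± 32.9 with Tru70, and the IP means 1193 ± 994 with NEB, 1676 ± 1921 with NuG, 1766 ± 535 with SMTer, 209 ± 242 with SMTseq0.25, 207 ± 234 with SMTseq4, 183 ± 108 with Tru4 and 70.5 ± 37.9 with Tru70. With the replicate 3 libraries exchanged as in Table 2, the rRNA means were 2157 ± 103 with NEB, 154959.6 ± 25179 with NuG, 87379 ± 49399.6 with SMTer and 5287 ± 1697 with Tru4 in input, and 265 ± 144 with NEB, 23714 ± 7901 with NuG, 59331 ± 53065 with SMTer and 7216 ± 4715 with Tru4 in IP. Averaging over one fixed set of genes moved the SMTer input mean most, to 1370.0.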

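Protein-coding genes with a CPM of at least 1 had a mean CPM of 82.5 ± 6.89 with NEB, 54.5 ± 14.8 with NuG, 30.6 ± 11.2 with SMTer, 86.0 ± 0.429 with SMTseq0.25, 84.8 ± 0.810 with SMTseq4, 80.1 ± 3.73 with Tru4 and 84.1 ± 0.527 with Tru70 in input libraries. SMTer was below every other protocol, and NuG below the remaining ones, by more than the spread of their libraries. Exchanging the replicate 3 libraries as in Table 2 gave 89.2 ± 7.39 with NEB, 46.1 ± 0.211 with NuG, 34.4 ± 13.7 with SMTer and 82.3 ± 0.568 with Tru4, where the difference between SMTer and NuG lay within the spread of the SMTer libraries.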

By comparing IP samples with input samples, it is interesting that the CPMs of IP samples are relatively lower than input samples, except for NuGEN prepared samples.

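In IP libraries, the mean CPM of protein-coding genes was 94.8 ± 2.48 with NEB, 61.6 ± 13.7 with NuG, 31.6 ± 14.0 with SMTer, 78.3 ± 3.27 with SMTseq0.25, 76.3 ± 2.74 with SMTseq4, 78.4 ± 3.56 with Tru4 and 79.5 ± 1.54 with Tru70. The difference between IP and input was larger than the spread of the libraries for SMTseq0.25, SMTseq4 and Tru70, where IP was lower, and for NEB, where IP was higher with the fractions as labelled. Assigned as in Table 2, the IP means were 88.1 ± 10.6 with NEB, 70.0 ± 3.72 with NuG, 27.8 ± 10.0 with SMTer and 76.2 ± 0.472 with Tru4, so that IP was lower than input for Tru4 and higher for NuG by more than the spread, and the NEB and SMTer differences lay within it. Reads on rRNA genes made up 50.7 ± 0.319% of NuG input and 10.6 ± 5.05% of NuG IP reads under the same assignment, and 0.575 ± 0.338% of Tru70 input and 0.794 ± 0.431% of Tru70 IP reads.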

**Table 3:** Descriptive statistic of non-coding detected features (CPM > =1)

Kit	Sample type	Total features of ribosomal RNA			Average CPM of ribosomal RNA			Total features of ribosomal RNA, lincRNA, microRNA			Average CPM of ribosomal RNA, lincRNA, microRNA		
		Replicate			Replicate			Replicate			Replicate		
		1	2	3	1	2	3	1	2	3	1	2	3
NEB	Input	3	3	3	73.87	67.33	72.15	233	186	140	46.01	29.22	28.34
	IP	3	3	4	14.24	6.15	7.80	128	157	268	78.05	28.33	34.25
NuG	Input	8	11	10	5533.70	5571.81	5603.65	552	488	415	272.73	274.17	276.54
	IP	13	11	17	1803.34	820.73	863.91	583	593	637	97.91	48.26	51.37
SMTer	Input	8	5	6	4282.62	7858.83	4641.15	440	359	377	247.75	429.65	261.04
	IP	12	6	17	4880.27	7906.14	3936.78	467	411	599	282.51	429.64	240.08
Tru4	Input	17	17	13	232.50	120.94	169.47	804	786	767	13.96	7.59	10.29
	IP	8	7	19	415.93	129.19	168.59	546	650	927	26.49	8.94	11.45
Tru70	Input	6	4	4	102.39	28.55	58.50	410	363	406	6.34	2.08	3.81
	IP	3	3	4	141.53	54.91	65.21	265	295	341	9.24	3.97	5.10
SMTseq4	Input	13	13	21	214.51	159.76	185.17	750	764	803	11.78	8.93	10.54
	IP	7	11	10	851.62	63.75	92.92	844	881	889	46.39	5.91	8.73
SMTseq0.25	Input	6	7	3	224.50	191.46	235.20	531	515	461	12.32	10.52	13.04
	IP	6	6	7	886.27	73.72	99.28	476	502	457	48.03	6.43	8.88

**Table 4:** Descriptive statistic of protein-coding detected features (CPM ≥ 1)

Kit	Sample type	Total features of protein-coding RNA			Average CPM of protein-coding RNA		
		Replicate			Replicate		
		1	2	3	1	2	3
NEB	Input	11,316	10,551	9789	36.51	37.77	37.83
	IP	8740	10,252	12,435	34.13	37.84	37.39
NuG	Input	10,921	10,828	10,656	19.61	19.50	19.32
	IP	12,970	13,142	13,318	32.65	36.35	36.12
SMTer	Input	11,136	9368	10,019	21.47	7.90	20.48
	IP	11,826	11,860	11,824	18.88	7.90	22.02
Tru4	Input	11,826	11,860	11,824	38.90	39.38	39.18
	IP	12,360	12,842	12,941	37.97	39.28	39.09
Tru70	Input	11,690	11,691	11,611	39.47	39.79	39.66
	IP	11,996	12,493	12,660	39.26	39.65	39.56
SMTseq4	Input	11,659	11,499	11,578	39.07	39.28	39.16
	IP	12,443	12,579	12,587	36.50	39.51	39.01
SMTseq0.25	Input	11,500	11,475	11,384	39.03	39.16	38.97
	IP	12,648	12,846	12,940	36.38	39.47	39.29

### Coverage uniformity relative to 5′ and 3′ ends

The evenness of transcript coverage was calculated by dividing the mean coverage of first (last) 100 bases (5′ or 3′) of transcripts divided by the mean coverage of all bases across the corresponding transcript (Fig. 4). The median was calculated and plotted for the 1000 most highly expressed transcripts. Most of the input RNA samples showed even coverage from 5′ to 3′ end, except for all NuGEN samples which had pronounced increase in coverage at the 3′ end. Additionally, consistently higher coverage at the 3′ end was observed among IP RNA samples, except for SMARTer samples with even coverage across 5′ and 3′ extremities.

**Fig. 4:**
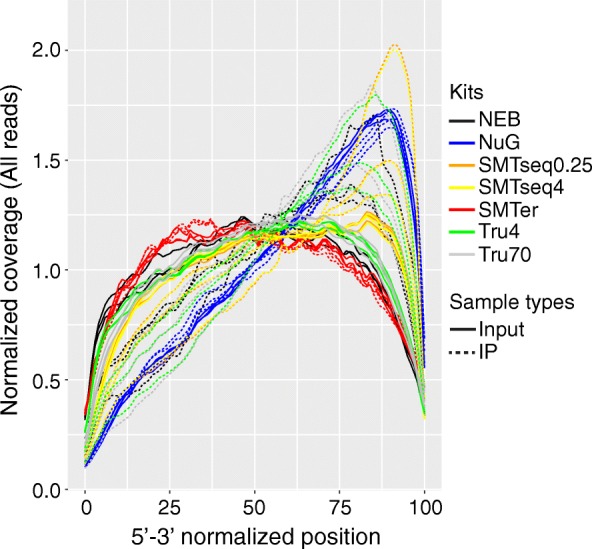
Distribution of normalized mean expression of the first (last) 100 bases of transcripts (in 5′- > 3′-orientation). X axis represents the 5′-3′ normalized position; Y axis represents normalized coverage. NEB: NEBNext® Ultra™, NuG: NuGEN Ovation®, SMTer: SMARTer® Stranded; Tru4: TruSeq using 4 ng of RNA; Tru70: TruSeq using 70 ng of RNA. SMTseq4: SMART-Seq® v4 using 4 ng of RNA; SMTseq0.25: SMART-Seq® v4 using 250 pg of RNA. Yellow and orange: SMTseq samples; Red: SMTer samples; Black: NEB samples; Blue: NuG samples; Green and grey: TruSeq samples. Solid: Input samples. Dotted: Ribo-IP samples

### Similarity of expression profiles

In order to assess the similarity of expression profiles being generated by different library preparation kits, we applied Spearman correlation coefficients as a measure of similarity. The Spearman coefficient was calculated based on the rank of the CPM value as opposed to using the absolute values. This was done to accommodate the difference in CPM values due to differences in duplication rates observed among the kits (Fig. 5). 

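Spearman correlations of CPM were computed across all 47729 genes for every pair of libraries, and are given as mean ± SD over the 9 pairs of libraries of a pair of protocols. These are correlations across genes, and genes are not independent replicates. With Tru70 input libraries, the correlation was 0.899 ± 0.00150 for SMTseq0.25, 0.899 ± 0.00290 for SMTseq4, 0.881 ± 0.00910 for NEB and 0.878 ± 0.0116 for NuG. Exchanging replicate 3 as in Table 2 gave 0.868 ± 0.0207 for NEB and 0.887 ± 0.00160 for NuG. In IP libraries, the correlation with Tru70 was 0.896 ± 0.00550 for SMTseq0.25, 0.882 ± 0.0100 for SMTseq4, 0.840 ± 0.0163 for NEB and 0.872 ± 0.0105 for NuG.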

The correlation coefficient for input samples ranged from 0.5 to 0.9, where SMARTseq profiles were better correlated with TruSeq70 than others (Spearman correlation coefficient ≥ 0.9). SMARTer samples had the lowest correlation (0.5) with the control library TruSeq70 (Fig. 5 and See Additional file 1: Table S4). 

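The SMTer input libraries had a correlation of 0.652 ± 0.0238 with the Tru70 input libraries as labelled, and 0.641 ± 0.0166 with the fractions as in Table 2. Their correlations with the input libraries of the other protocols ranged from 0.638 ± 0.0220 for SMTseq0.25 to 0.665 ± 0.0216 for NEB. SMTer IP libraries had 0.631 ± 0.0190 with Tru70 IP. A restriction to genes that had a CPM of at least 1 in any library moved the correlation with Tru70 input most among the alternatives with fractions as labelled, to 0.475 ± 0.0244, followed by the deposited RPKM values in place of CPM, to 0.828 ± 0.0188.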

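Between input and IP libraries of one protocol, the mean Spearman correlation across genes was 0.854 ± 0.0127 with NEB, 0.898 ± 0.0102 with NuG, 0.758 ± 0.0263 with SMTer, 0.879 ± 0.00300 with SMTseq0.25, 0.906 ± 0.00220 with SMTseq4, 0.916 ± 0.0127 with Tru4 and 0.901 ± 0.00660 with Tru70 (SD over 9 pairs of libraries). Within input it was 0.883 ± 0.0111 with NEB, 0.898 ± 0.0109 with NuG, 0.755 ± 0.0237 with SMTer, 0.908 ± 0.00100 with SMTseq0.25, 0.930 ± 0.00160 with SMTseq4, 0.922 ± 0.0105 with Tru4 and 0.929 ± 0.000600 with Tru70 (SD over 3 pairs), and within IP 0.831 ± 0.0217 with NEB, 0.893 ± 0.0166 with NuG, 0.749 ± 0.0207 with SMTer, 0.906 ± 0.00270 with SMTseq0.25, 0.929 ± 0.00200 with SMTseq4, 0.911 ± 0.0132 with Tru4 and 0.923 ± 0.00670 with Tru70. Input and IP were less correlated than libraries within either fraction for SMTseq0.25, SMTseq4 and Tru70, by more than the spread. For NuG and Tru4 they were not, with the fractions as labelled. Reading the fractions from Table 2, the correlation between input and IP was 0.847 ± 0.0221 with NEB, 0.889 ± 0.00500 with NuG, 0.747 ± 0.0226 with SMTer and 0.908 ± 0.00730 with Tru4, and within input 0.875 ± 0.0154 with NEB, 0.905 ± 0.00370 with NuG, 0.757 ± 0.0169 with SMTer and 0.932 ± 0.00170 with Tru4.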

Overall, as expected, input profiles are less correlated to corresponding IP profiles (See Additional file 1: Table S4). 

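Average-linkage clustering on 1 minus the Spearman correlation of CPM, stopped at 2 clusters, parted the 6 libraries of SMTseq0.25, SMTseq4 and Tru70 into input and IP as labelled. For NuG and Tru4 the clusters put the library labelled input replicate 3 with IP replicates 1 and 2, and the library labelled IP replicate 3 with input replicates 1 and 2. For NEB the smaller cluster was the single library IP replicate 1, and for SMTer it was input replicate 2. With the deposited RPKM values, SMTer parted in the same way as NuG and Tru4. A score was computed in each library as the mean log2(CPM + 1) of the 200 genes most raised in IP minus that of the 200 most lowered in IP among genes past the edgeR test in Tru70. In Tru4 it was -2.27 and -2.40 in input replicates 1 and 2, 1.20 and 1.07 in IP replicates 1 and 2, 1.00 in the library labelled input replicate 3 and -2.30 in that labelled IP replicate 3. In SMTseq4 it was -2.14 in input replicate 3 and 1.03 in IP replicate 3. In NEB it was 0.80 and -1.996, in NuG 0.18 and -1.84, and in SMTer -0.61 and -1.45, for the libraries labelled input and IP replicate 3.

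**Figure D3:**
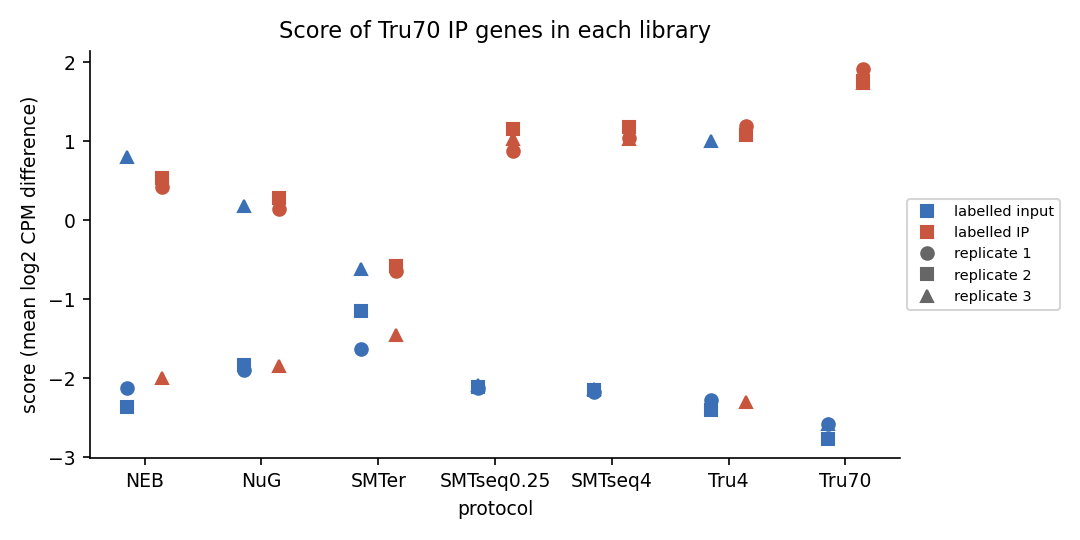
Score of genes raised in Tru70 IP (y axis, difference of mean log2(CPM + 1)) in each library, by protocol, fraction as labelled and replicate. In NEB, NuG, SMTer and Tru4 the library labelled input replicate 3 lies with the IP libraries and the library labelled IP replicate 3 with the input libraries, and in SMTseq0.25 and SMTseq4 it does not. The Tru70 libraries are those from which the genes were taken.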

When we compared input samples with corresponding IP samples for each individual kit respectively, all input samples were clustered separately from IP samples except for the SMARTer samples (Additional file 4**:** Figure S3).

**Fig. 5:**
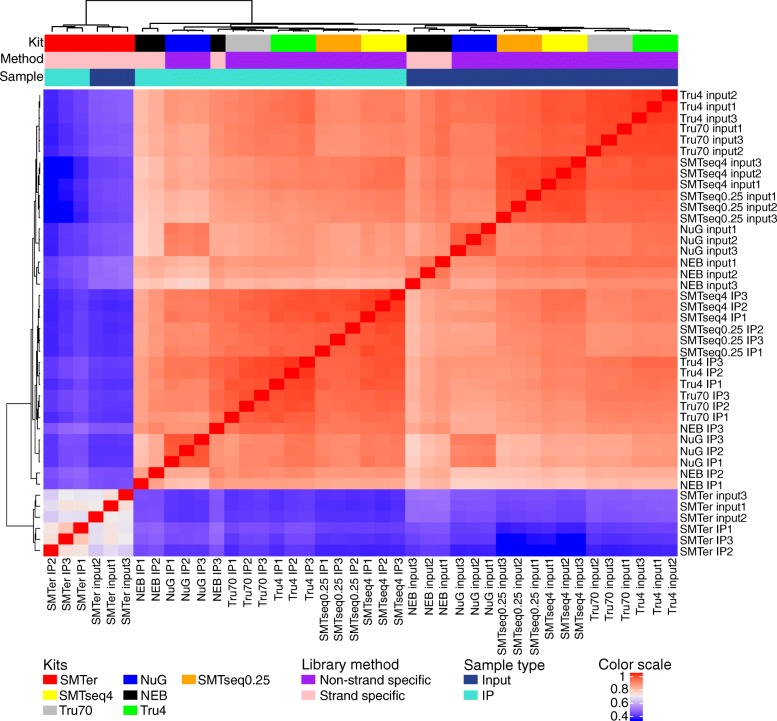
Hierarchical clustering of expression levels, based on the rank of the count of exon per million mapped reads (CPM). Dendrogram represents Spearman correlation coefficients between pairs of samples. NEB: NEBNext® Ultra™, NuG: NuGEN Ovation®, SMTer: SMARTer® Stranded; Tru4: TruSeq using 4 ng of RNA; Tru70: TruSeq using 70 ng of RNA. SMTseq4: SMART-Seq® v4 using 4 ng of RNA; SMTseq0.25: SMART-Seq® v4 using 250 pg of RNA. Yellow and orange: SMTseq samples; Red: SMTer samples; Black: NEB samples; Blue: NuGEN samples; Green and grey: TruSeq samples.. Color scale: Spearman correlation coefficients

Although two different amounts of RNA were used for the TruSeq library kit, TruSeq 4 ng samples were well correlated with TruSeq 70 ng samples (Spearman correlation coefficient was 0.96 ± 0.002 for input; 0.946 ± 0.01 for IP). Similarly, the SMARTseq samples with 0.25 ng and 4 ng were highly correlated (Spearman correlation coefficient was 0.95 ± 0.004 for input and 0.95 ± 0.005 for IP) (See Additional file 1: Table S4).

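The Spearman correlation across genes of Tru4 and Tru70 libraries was 0.900 ± 0.0118 for input and 0.900 ± 0.0199 for IP (SD over 9 pairs of libraries). It was 0.909 ± 0.00240 and 0.903 ± 0.0169 when the fractions were those of Table 2. Pearson's correlation of log2(CPM + 1) moved the input value most, to 0.968. Of 15153 genes tested by edgeR between Tru4 and Tru70 input, 0 passed an adjusted p of 0.05 and 1491 had an unadjusted p under 0.05. In IP these numbers were 0 and 663 of 15096 genes. With the Table 2 fractions, 147 genes passed in input and 6 in IP without a block for the mouse, and 2336 and 1517 with one. Of these, 156 changed at least 2-fold up and 52 down in input, and 196 up and 53 down in IP. Both settings were chosen after seeing the data.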

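For SMTseq0.25 and SMTseq4, the correlation was 0.905 ± 0.00460 in input and 0.900 ± 0.00410 in IP. No gene passed the edgeR test between these protocols, with 350 of 14108 genes under an unadjusted p of 0.05 in input and 249 of 14655 in IP.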

### Transcript enrichment is better represented than transcript depletion in the IP samples

We evaluated the robustness of different kits for detecting enrichment (IP/input RNA > 1) or depletion (IP/input RNA < 1) of transcripts in the translatome (IP samples) compared to the transcriptome (input samples). Features with raw read counts ≥20 in input samples and with an enrichment or depletion factor ≥ 2 were included as enriched (IP/Input ≥2) or depleted transcripts (IP/Input ≤0.5). 

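The ratio of IP to input CPM was formed within each mouse, from libraries with the same replicate number, for genes with at least 20 input reads. Enriched genes (IP/input of at least 2) numbered 2843 ± 1074 with NEB, 3693 ± 3112 with NuG, 243 ± 100.0 with SMTer, 4051 ± 309.6 with SMTseq0.25, 4165 ± 513 with SMTseq4, 3030.3 ± 1604 with Tru4 and 3864 ± 572 with Tru70 per mouse, and depleted genes (IP/input of at most 0.5) 5293 ± 1636 with NEB, 2846 ± 4367 with NuG, 1031 ± 977 with SMTer, 2747 ± 399 with SMTseq0.25, 2082 ± 472 with SMTseq4, 3709.7 ± 2121 with Tru4 and 3041 ± 607 with Tru70. The SD of NEB, NuG, SMTer and Tru4 includes replicate 3, where the ratio as labelled runs the other way. Under the fractions of Table 2, enriched genes numbered 3473 ± 45.4 with NEB, 5399 ± 221 with NuG, 334 ± 172 with SMTer and 4119.7 ± 687 with Tru4, and depleted genes 3713 ± 1515 with NEB, 281 ± 83.3 with NuG, 477 ± 174 with SMTer and 2199 ± 602 with Tru4. Enriched genes outnumbered depleted genes in all 3 mice with SMTseq0.25 and SMTseq4, and with NuG and Tru4 under the Table 2 fractions. They did so in 2 of 3 mice with Tru70, where the mean difference was within the spread between mice. Scaling by TMM factors turned the direction round in SMTseq4. It did so too in NuG under the Table 2 fractions, with 1372 enriched and 2141 depleted genes. Adding 0.5 reads and taking genes with 20 reads in either library moved the enriched Tru70 genes most, to 5458, and leaving out the pairing moved the depleted ones most, to 1892.

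**Figure D4:**
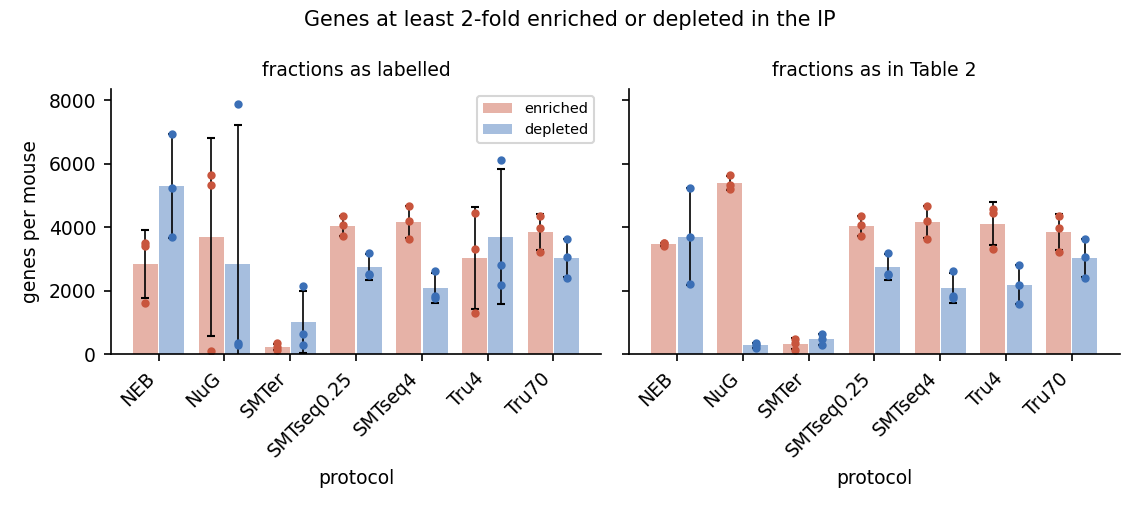
Number of enriched and depleted genes per mouse (y axis), by protocol, with the fractions as labelled and as in Table 2. Bars are means of 3 mice, error bars are SD and points are single mice. For NuG the mean number of depleted genes is 2846 as labelled and 281 with the fractions as in Table 2.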

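In the edgeR comparison, 5123 of 14707 Tru70 genes differed between IP and input (2665 higher and 2458 lower in IP), as did 5280 of 14300 SMTseq0.25 genes (2831 and 2449) and 8928 of 15091 SMTseq4 genes (4594 and 4334). As labelled, no gene passed in NEB, NuG, SMTer or Tru4, where 293, 91, 34 and 37 genes had an unadjusted p under 0.05. Under the Table 2 fractions, 1350 NEB, 5569 NuG, 1111 SMTer and 7950 Tru4 genes passed. One fit on all 42 libraries moved the Tru70 number most, to 12 genes. That fit took in the replicate 3 libraries of NEB, NuG, SMTer and Tru4 as labelled, and was not run with the fractions as in Table 2. Its number therefore cannot be read as a property of the Tru70 libraries alone. Cd3d (ENSMUSG00000032094, chromosome 9, 44981786 to 44987339), a T cell gene, had 0.118 ± 0.205 CPM in input and 24.6 ± 8.19 in IP, a log2 fold change of 7.15 (standard error 1.06, adjusted p = 0.00082 from edgeR) in Tru70, and a log2 fold change of 5.84 in SMTseq4. Hbb-bs (ENSMUSG00000052305, chromosome 7, 103826534 to 103828096), a beta globin gene, had 871 ± 219.7 CPM in input and 81043 ± 21784 in IP, a log2 fold change of 6.15 (standard error 0.38, adjusted p = 8.83e-06 from edgeR) in Tru70. Its log2 fold change in SMTer was -0.03 (standard error 0.38) with the fractions as in Table 2. SMTer exon counts may come from counting on the opposite strand, so the SMTer value may not stand for Hbb-bs transcripts. Among genes lower in IP, Ugt1a9 (ENSMUSG00000090175, chromosome 1, 88070800 to 88218997) had 47.9 ± 8.13 CPM in input and 2.41 ± 1.39 in IP, a log2 fold change of -4.77 (standard error 0.39, adjusted p = 3.21e-05 from edgeR), and the mitochondrial mt-Nd2 (ENSMUSG00000064345, chromosome M, 3914 to 4951) had 2757 ± 363 CPM in input and 108 ± 8.74 in IP, a log2 fold change of -5.10 (standard error 0.23, adjusted p = 3.84e-06 from edgeR). These genes were taken by a rule set before the data were examined, from genes past the test in at least 6 of 7 protocols that moved the same way in every mouse of those protocols. No gene met it with the fractions as labelled and 1034 did with the fractions as in Table 2, of which 676 were higher in IP.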

Of note, more transcripts were enriched than depleted (Fig. 6a and Additional file 5: Figure S4). NuGEN produced the greatest number of enriched transcripts (mean 4270) and smallest number of depleted transcripts (mean 74) as compared with other kits (Fig. 6b). 

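As labelled, the number of NuG enriched genes differed from that of Tru70 by -171 and from that of Tru4 by 662, within the spread of the NuG mice (exact permutation test, two-sided, p = 1.0 and p = 0.8). The fractions as in Table 2 gave NuG more enriched genes than each of the 6 other protocols, by 1234 (SMTseq4) to 5065 (SMTer), with p = 0.1 from the exact permutation test in each comparison. The corresponding differences in depleted genes were -2760 against Tru70 and -1800.3 against SMTseq4 (exact permutation test, p = 0.1 each), and -196 against SMTer (exact permutation test, p = 0.2). After scaling by TMM factors with the fractions as labelled, NuG had 1538 ± 152 enriched and 2456 ± 494 depleted genes per mouse.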

Among the enriched transcripts from NuGEN, 60% were enriched less than 4-fold whereas only 25% of transcripts prepared by other kits were enriched less than 4-fold (Fig. 6b). 

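The share of enriched genes with a ratio below 4 was 56.7 ± 12.5 with NEB, 69.5 ± 22.4 with NuG, 78.9 ± 6.63 with SMTer, 55.3 ± 1.47 with SMTseq0.25, 58.2 ± 0.910 with SMTseq4, 67.6 ± 15.1 with Tru4 and 58.2 ± 1.94 with Tru70, as a percentage of the enriched genes of each mouse. With Table 2 giving the fractions, it was 51.3 ± 3.25 with NEB, 55.2 ± 4.03 with NuG, 74.8 ± 0.660 with SMTer and 59.4 ± 1.20 with Tru4. NuG differed from Tru70 by less than the spread of its mice in either case.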

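Of the enriched and depleted genes of a mouse, the percentage that changed more than 32-fold in either direction was 37.8 ± 6.67 with NEB, 4.18 ± 3.80 with NuG, 4.39 ± 5.54 with SMTer, 9.39 ± 0.613 with SMTseq0.25, 3.52 ± 0.937 with SMTseq4, 7.68 ± 2.37 with Tru4 and 15.2 ± 3.02 with Tru70. For the fractions of Table 2 it was 27.9 ± 16.2 with NEB, 1.83 ± 0.387 with NuG, 1.07 ± 0.240 with SMTer and 5.49 ± 1.70 with Tru4. The NEB genes beyond 32-fold in 1 mouse changed at least 2-fold the same way in both other mice in 901 of 6483 cases (13.9%) under those fractions, counting genes below 20 input reads in another mouse as not changed the same way. This held for 77.1% with NuG, 30.8% with SMTer, 31.0% with SMTseq0.25, 81.6% with SMTseq4, 58.3% with Tru4 and 27.2% with Tru70. As labelled it was 952 of 9328 cases with NEB, where replicate 3 runs the other way. Dividing mean IP by mean input CPM over the mice moved the NEB percentage most, to 11.3.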

NEB samples had the highest percentage of enriched/depleted transcripts (log2 (IP/INPUT) > 5 or log2(INPUT/IP) > 5) when compared to samples obtained from the other kits (Fig. 6b, Fig. 7a). Conversely, the enrichment profile of the SMARTer samples showed fewer enriched or depleted transcripts compared with the rest of the samples. Indeed, when plotting for the top 50 enriched transcripts (Fig. 7b), the median enrichment value for the SMARTer profile was significantly lower than other profiles (*p* < 0.05).

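Genes with at least 20 input reads numbered 2384 ± 1366 per mouse with SMTer and 13493 ± 216 with Tru70. The number of SMTer enriched genes differed from that of Tru70 by -3621 and from that of NEB by -2601 (exact permutation test, two-sided, p = 0.1 each), and from that of NuG by -3450 (exact permutation test, p = 0.4). Its number of depleted genes differed from that of SMTseq4 by -1050.3 (exact permutation test, p = 0.3) and from that of Tru70 by -2010 (exact permutation test, p = 0.1). At the depth of the SMTer libraries, few genes reach 20 input reads.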

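For each protocol, the 50 genes with the highest mean ratio were taken among genes with at least 20 reads in all 3 input libraries. The ratio of each gene was averaged over the mice before the log2 and the median over genes were taken. The median log2(IP/input) was 5.56 ± 6.84 with NEB, 5.31 ± 6.82 with NuG, 1.90 ± 2.77 with SMTer, 5.97 ± 0.42 with SMTseq0.25, 5.95 ± 0.19 with SMTseq4, 5.32 ± 6.74 with Tru4 and 6.10 ± 0.31 with Tru70, with the SD of the medians of 3 mice. The medians of single mice had a mean of 2.19 with NEB, 1.95 with NuG, 0.744 with SMTer and 2.06 with Tru4 as labelled. The large SD of NEB, NuG, SMTer and Tru4 comes with replicate 3 as labelled. The Table 2 fractions gave 5.92 ± 0.33 with NEB, 5.80 ± 0.36 with NuG, 2.22 ± 0.17 with SMTer and 5.83 ± 0.16 with Tru4. SMTer minus another protocol was between -4.20 and -3.42 for the 6 comparisons as labelled. Each had p = 2e-05 from a two-sided permutation test across genes, the smallest that 100000 resamples can give, and the same value after Benjamini-Hochberg adjustment over the 6. Genes are not independent replicates. On the medians of the 3 mice, the exact permutation test gave p = 0.1 against SMTseq0.25, SMTseq4 and Tru70, p = 0.6 against NEB and Tru4 and p = 0.8 against NuG, and p = 0.1 against each with the fractions as in Table 2. Raising the minimum to 50 input reads moved the SMTer median most, to 0.98.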

**Fig. 6:**
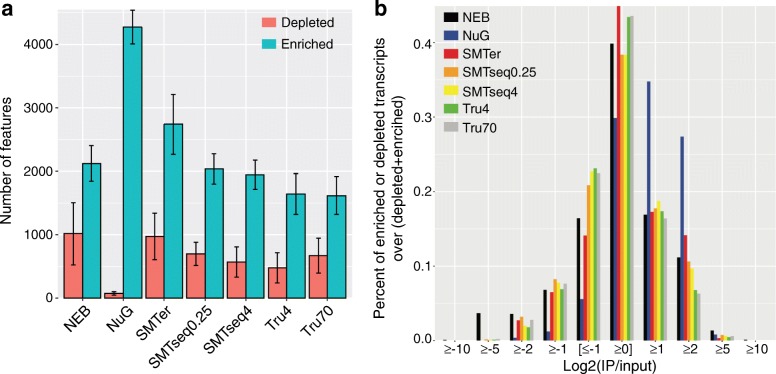
Descriptive characteristic of enrichment or depletion profiles as generated by the different library preparation kits. Genes which have at least 20 raw reads in the input samples and a ratio of IP/Input ≥2 or Input/IP ≥2 were used to generate the plots. **a** Total number of transcripts enriched or depleted. **b** Percentage of enriched or depleted transcripts grouped into different bins. X-axis: log2(IP/input), Y-axis: percentage of genes in each bin over whole population. NEB: NEBNext® Ultra™, NuG: NuGEN Ovation®, SMTer: SMARTer® Stranded; Tru4: TruSeq using 4 ng of RNA; Tru70: TruSeq using 70 ng of RNA. SMTseq4: SMART-Seq® v4 using 4 ng of RNA; SMTseq0.25: SMART-Seq® v4 using 250 pg of RNA. Yellow and orange: SMTseq samples; Red: SMTer samples; Black: NEB samples; Blue: NuGEN samples; Green and grey: TruSeq samples

**Fig. 7:**
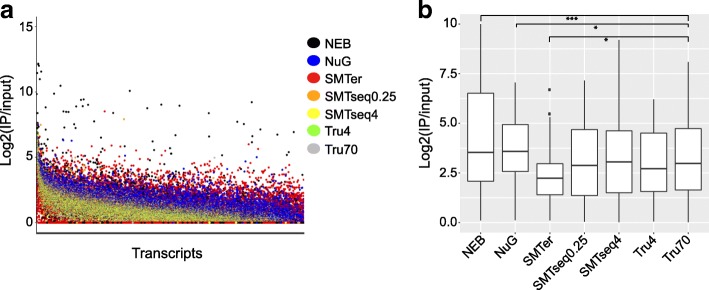
Enrichment profiles and top 50 enriched transcripts. **a** Enrichment factor of transcripts are sorted in decreasing order based on log2 (IP/input). X-axis:transcripts, Y-axis:log2 value of enrichment (IP/Input). **b** Boxplot of top 50 enriched transcripts. NEB: NEBNext® Ultra™, NuG: NuGEN Ovation®, SMTer: SMARTer® Stranded; Tru4: TruSeq using 4 ng of RNA; Tru70: TruSeq using 70 ng of RNA. SMTseq4: SMART-Seq® v4 using 4 ng of RNA; SMTseq0.25: SMART-Seq® v4 using 250 pg of RNA. Yellow and orange: SMTseq samples; Red: SMTer samples; Black: NEB samples; Blue: NuGEN samples; Green and grey: TruSeq samples

We also compared the number of transcripts being enriched or depleted across samples (Additional file 6: Figure S5). 

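Following Fig. S5, genes with a CPM of at least 20 in any library of a protocol and a mean IP/input of at least 2 over the mice were taken as enriched. Among NEB, NuG, SMTer, Tru4 and Tru70, 1310 of 4176 NuG enriched genes were enriched with NuG only, 31.4% (95% Wilson interval 30.0 to 32.8), and 1729 of 5560 (31.1%) with the fractions as in Table 2. Of these, 95.5% (95% Wilson interval 94.2 to 96.5) and 94.7% were protein-coding. SMTer had 819 of 1847 (44.3%) and NEB 844 of 3149 (26.8%). With CPM scaled by TMM factors, an alternative chosen after seeing the data that moved the NuG share most, it was 13.4%.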

NuGEN had the highest number of uniquely enriched transcripts that were detected (accounting for 25% of its total enriched transcripts, 95% of which are protein-coding genes). 

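In the same set, 33 of 1789 Tru4 enriched genes (1.84%, 95% Wilson interval 1.32 to 2.58) and 263 of 2891 Tru70 enriched genes (9.10%, 8.10 to 10.2) were enriched with that protocol only. With SMTseq0.25 and SMTseq4 in place of NuG and SMTer, the shares were 1.73% for Tru4 and 11.1% for Tru70. Table 2's fractions gave 1.25% and 3.94% in the first set, and 2.14% and 5.02% in the second.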

TruSeq4 and TruSeq70 had around 5% uniquely enriched transcripts (Additional file 6: Figure S5a,b).

We also clustered all the transcripts based on the rank of enrichment factor or depletion factor greater than 2 in at least one sample (Fig. 8). As expected, the profiles for TruSeq4 and TruSeq70 were most similar to each other (Spearman correlation coefficient > 0.7). 

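IP/input profiles of single mice were correlated (Spearman, across genes) over the 17951 genes that changed at least 2-fold in any profile with at least 20 input reads. Tru4 and Tru70 profiles had a mean correlation of 0.243 ± 0.681 over the 9 pairs of profiles, and 0.705 ± 0.0377 with the fractions as in Table 2 (16914 genes). The Tru4 profile of replicate 3 as labelled runs opposite to those of Tru70. Restricting Table 2's fractions to the 480 genes with at least 20 reads in all 21 input libraries moved the value most, to 0.919. Genes are not independent replicates.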

The same is true for SMARTseq4 and SMARTseq0.25. 

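SMTseq0.25 and SMTseq4 profiles had a correlation of 0.716 ± 0.0221 over 9 pairs, and 0.743 ± 0.0108 between profiles of the same mouse (n = 3). Their correlations with Tru70 profiles were 0.603 ± 0.0357 and 0.635 ± 0.0430. Under the Table 2 fractions, SMTseq4 and Tru4 had 0.716 ± 0.0409, against which the SMTseq pair differed by less than the spread.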

On the other hand, the enrichment/depletion profile for SMARTer was the least similar to the other profiles (Spearman correlation coeffienct < 0.2).

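Mean correlations of SMTer profiles with those of the 6 other protocols were between 0.0242 and 0.0934 as labelled, where those among the other protocols were between 0.0758 and 0.716. With the fractions as in Table 2 they were between 0.289 and 0.336, and the others between 0.483 and 0.721. SMTer and Tru70 had 0.0878 ± 0.269 as labelled and 0.289 ± 0.0471 after the exchange.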

**Fig. 8:**
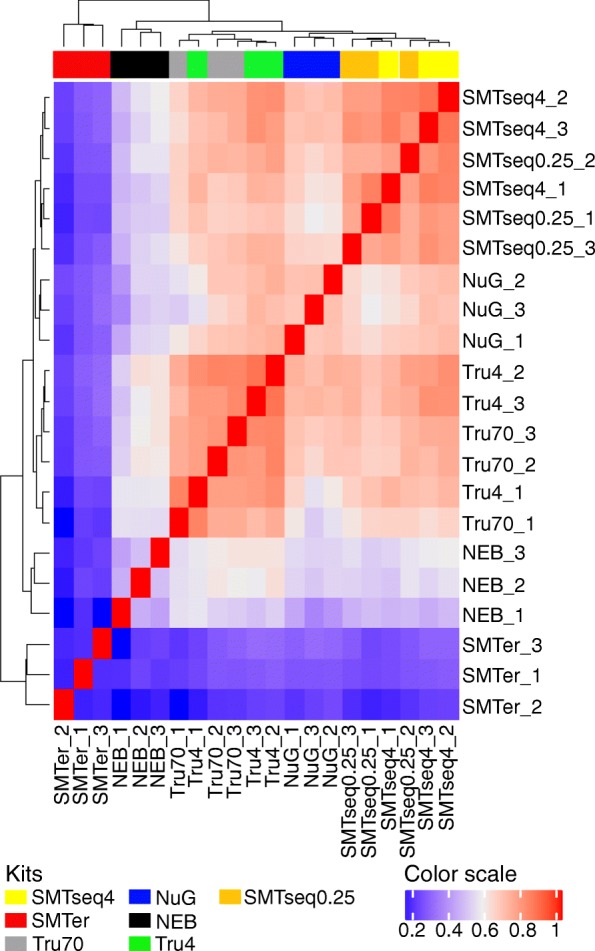
Hierarchical clustering based on the rank of IP/input value. Dendrogram represents Spearman correlation coefficients between pairs of samples. NEB: NEBNext® Ultra™, NuG: NuGEN Ovation®, SMTer: SMARTer® Stranded; Tru4: TruSeq using 4 ng of RNA; Tru70: TruSeq using 70 ng of RNA. SMTseq4: SMART-Seq® v4 using 4 ng of RNA; SMTseq0.25: SMART-Seq® v4 using 250 pg of RNA. Yellow and orange: SMTseq samples; Red: SMTer samples; Black: NEB samples; Blue: NuGEN samples; Green and grey: TruSeq samples

### Transcript-length dependent enrichment/depletion

We examined whether the enrichment or depletion effects observed in the translatome were affected by the transcript length. Based on size distribution of the enriched/depleted transcripts (the majority being between 0.5 and 10 kb, Additional file 7: Figure S6), we grouped the transcripts into four bins (≤0.5 kb, 0.5–1 kb, 1 kb–10 kb, and > 10 kb) (Fig. 9). 

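Genes with at least 20 input reads and IP/input above 1 were grouped by the length of their longest annotated transcript. Above 10 kb, the median log10(IP/input) was 0.362 ± 0.0886 with NEB, 0.411 ± 0.311 with NuG, 0.202 ± 0.0783 with SMTer, 0.511 ± 0.0346 with SMTseq0.25, 0.463 ± 0.0348 with SMTseq4, 0.234 ± 0.0628 with Tru4 and 0.279 ± 0.0307 with Tru70. From 1 to 10 kb it was 0.348 ± 0.0867 with NEB, 0.342 ± 0.193 with NuG, 0.218 ± 0.0218 with SMTer, 0.348 ± 0.0137 with SMTseq0.25, 0.320 ± 0.0137 with SMTseq4, 0.252 ± 0.0618 with Tru4 and 0.310 ± 0.0188 with Tru70. The difference between these classes within a mouse exceeded its spread for SMTseq0.25 (0.163 ± 0.0236) and SMTseq4 (0.143 ± 0.0211), and for Tru4 in the other direction (-0.0173 ± 0.00610). It did not for NEB, NuG, SMTer or Tru70, where it was 0.0137 ± 0.0139, 0.0686 ± 0.118, -0.0155 ± 0.0815 and -0.0308 ± 0.0360. Under Table 2's fractions it was 0.0402 ± 0.0447 for NEB, 0.145 ± 0.0202 for NuG, 0.0294 ± 0.0576 for SMTer and -0.00290 ± 0.0267 for Tru4. Taking all genes with 20 input reads moved the SMTseq4 difference most, to 0.285.

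**Figure D5:**
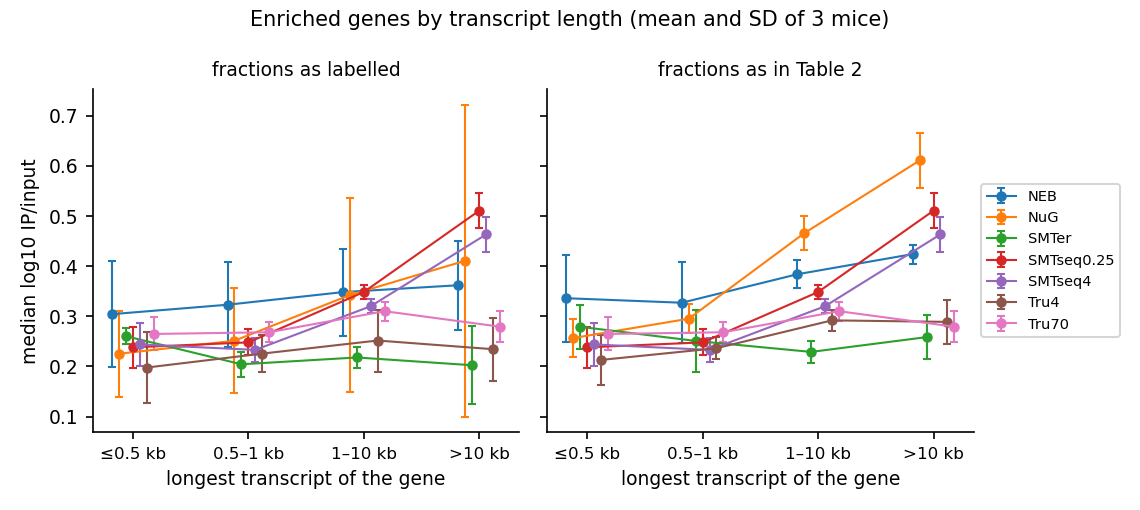
Median log10(IP/input) of genes with a ratio above 1 (y axis) in 4 classes of transcript length (x axis), by protocol, as mean and SD of 3 mice. In SMTseq0.25 the median rises to 0.511 ± 0.0346 above 10 kb, and in Tru70 it is 0.279 ± 0.0307 there.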

The median enrichment for transcripts was relatively higher in the longer transcript (> 10 kb) except in TruSeq70 samples (Fig. 9a). 

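For genes of 1 to 10 kb, the difference from Tru70 in median log10(IP/input) was 0.0323 ± 0.200 for NuG and -0.0922 ± 0.0185 for SMTer, and 0.156 ± 0.0164 and -0.0811 ± 0.00300 with the fractions as in Table 2. For genes of 0.5 to 1 kb the medians were 0.251 ± 0.104 with NuG, 0.204 ± 0.0247 with SMTer and 0.268 ± 0.0196 with Tru70. For genes of at most 0.5 kb they were 0.225 ± 0.0858, 0.260 ± 0.0163 and 0.265 ± 0.0329 in the same order.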

Within each transcript length bin, the median enrichment effect from NuGEN and SMARTer samples was much higher than TruSeq70 samples for transcripts less than 10 kb (Fig. 9b). 

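Above 10 kb, the difference from Tru70 was 0.232 ± 0.0310 for SMTseq0.25 and 0.184 ± 0.0369 for SMTseq4, larger than the spread of the mice. As labelled it was 0.0827 ± 0.117 for NEB, 0.132 ± 0.340 for NuG, -0.0769 ± 0.0994 for SMTer and -0.0450 ± 0.0934 for Tru4, within the spread in each. With Table 2's fractions it was 0.145 ± 0.0158 for NEB and 0.332 ± 0.0543 for NuG, beyond the spread, and -0.0209 ± 0.0211 for SMTer and 0.00960 ± 0.0390 for Tru4.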

For longer transcripts (> 10 kb), NEB, NuGEN, SMARTer and SMARTseq samples had a median enrichment that is much higher than those of TruSeq70 (Fig. 9b). Additionally, the enrichment effect for NEB samples distributed wider than all the other samples (Fig. 9).

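The interquartile range of log10(IP/input) among genes of 1 to 10 kb with a ratio above 1 was 0.432 ± 0.0927 with NEB, 0.321 ± 0.127 with NuG, 0.267 ± 0.0154 with SMTer, 0.440 ± 0.00840 with SMTseq0.25, 0.409 ± 0.00840 with SMTseq4, 0.345 ± 0.0657 with Tru4 and 0.405 ± 0.0132 with Tru70. That of NEB differed from that of SMTseq0.25 by less than the spread of its mice. Over all genes with 20 input reads, the interquartile range of log2(IP/input) was 2.42 ± 0.36 with NEB, 1.62 ± 0.14 with NuG, 1.79 ± 0.25 with SMTer, 2.00 ± 0.11 with SMTseq0.25, 1.82 ± 0.09 with SMTseq4, 1.69 ± 0.03 with Tru4 and 1.82 ± 0.08 with Tru70.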

**Fig. 9:**
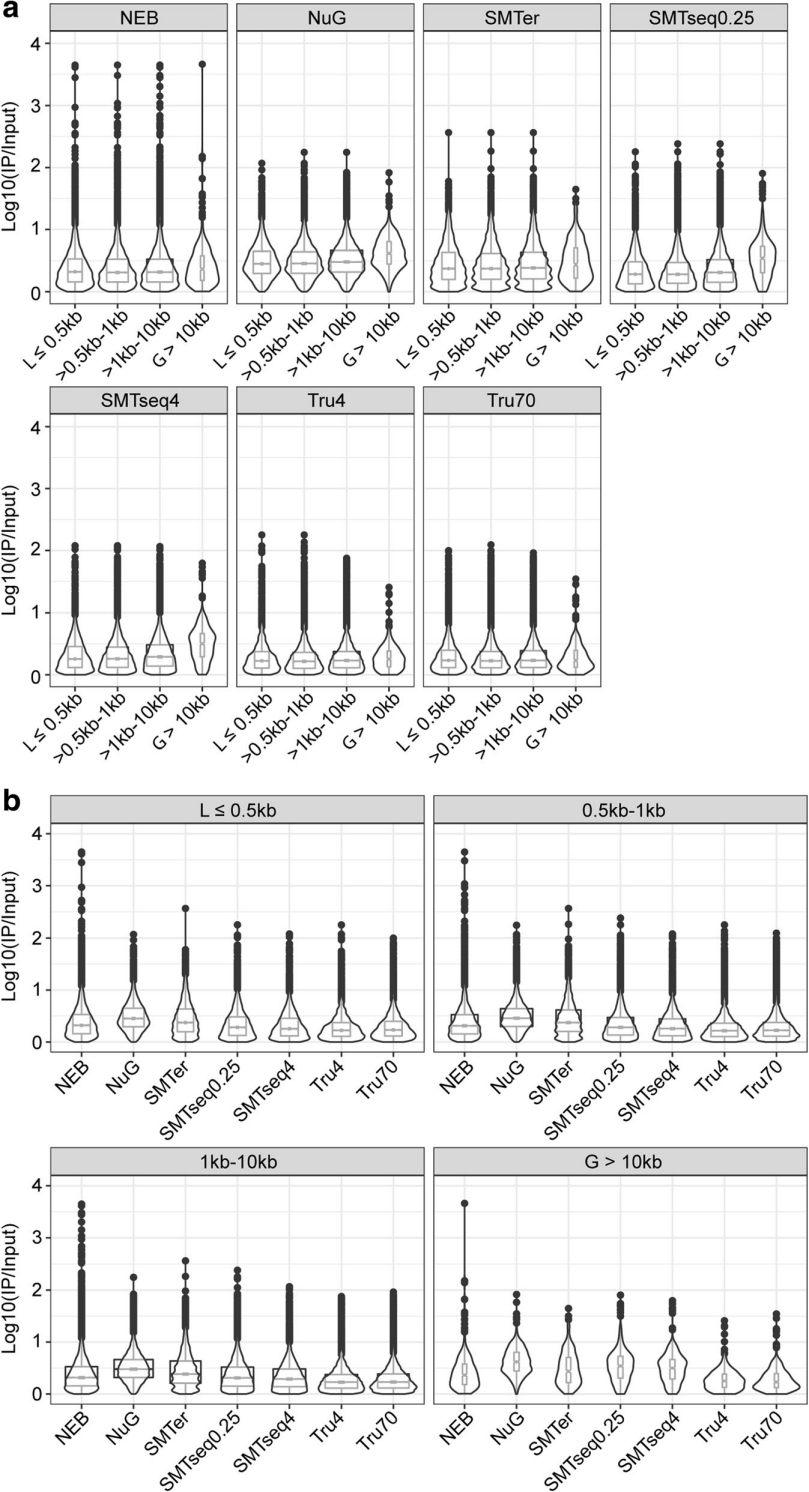
Boxplot and violin plots of enriched features over different transcript lengths. **a** Boxplots of enrichment factor of different transcripts within each kit. **b** Boxplots of enrichment factor of different kits at each transcript length bin. The notch represents the median ± 1.58IQR/√n. The width of boxplot is proportion to sample size of each group

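For genes with IP/input below 1, the median log10(IP/input) above 10 kb was -0.349 ± 0.0962 with NEB, -0.367 ± 0.298 with NuG, -0.253 ± 0.208 with SMTer, -0.146 ± 0.00440 with SMTseq0.25, -0.182 ± 0.0116 with SMTseq4, -0.268 ± 0.0796 with Tru4 and -0.222 ± 0.0328 with Tru70. The difference between that class and 1 to 10 kb was 0.135 ± 0.0257 with SMTseq0.25, 0.0639 ± 0.00880 with SMTseq4 and 0.0375 ± 0.00810 with Tru70, where positive values mean weaker depletion above 10 kb. It was within the spread with NEB (0.0528 ± 0.131), NuG (-0.0601 ± 0.0965) and Tru4 (0.00550 ± 0.0238), and close to it with SMTer (0.0949 ± 0.0921).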

A similar trend was also observed in depleted transcripts. 

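The interquartile range of log10(IP/input) among genes of 1 to 10 kb with a ratio below 1 was 0.779 ± 0.461 with NEB, 0.309 ± 0.156 with NuG, 0.390 ± 0.133 with SMTer, 0.384 ± 0.00560 with SMTseq0.25, 0.333 ± 0.0121 with SMTseq4, 0.376 ± 0.0772 with Tru4 and 0.364 ± 0.0247 with Tru70. Reading the fractions from Table 2, it was 0.725 ± 0.515 with NEB, 0.209 ± 0.0162 with NuG, 0.308 ± 0.0133 with SMTer and 0.319 ± 0.0244 with Tru4. The NuG and SMTer ranges were below that of Tru70 by more than the spread under the Table 2 fractions and not as labelled.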

Across all transcript lengths, the range of depletion effect for NuGEN and SMARTer samples was less than for other samples (Fig. 10a). For NEB samples, the depletion effect distribution was wider than all the other samples (Fig. 10b). 

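In depleted genes of at most 0.5 kb, the interquartile range was 1.16 ± 0.342 with NEB, 0.385 ± 0.105 with Tru70 and 0.329 ± 0.0612 with SMTseq4. In those of 0.5 to 1 kb it was 0.951 ± 0.416, 0.393 ± 0.0354 and 0.352 ± 0.0604. Above 10 kb it was 0.629 ± 0.270 with NEB and 0.286 ± 0.0939 with Tru70.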

For longer transcripts (> 10 kb), NEB, NuGEN, SMARTer and SMARTseq samples showed fewer depletion effects than those from TruSeq70 (Fig. 10b).

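Minus the Tru70 median of the same class, the median log10(IP/input) of depleted genes above 10 kb was 0.0764 ± 0.0364 with SMTseq0.25 and 0.0402 ± 0.0217 with SMTseq4, beyond the spread of the mice. It was -0.127 ± 0.123 with NEB, -0.145 ± 0.329 with NuG and -0.0306 ± 0.233 with SMTer as labelled. The Table 2 fractions changed the sign for NuG (0.0574 ± 0.126) and SMTer (0.0786 ± 0.0458) and not for NEB (-0.0700 ± 0.0326).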

**Fig. 10:**
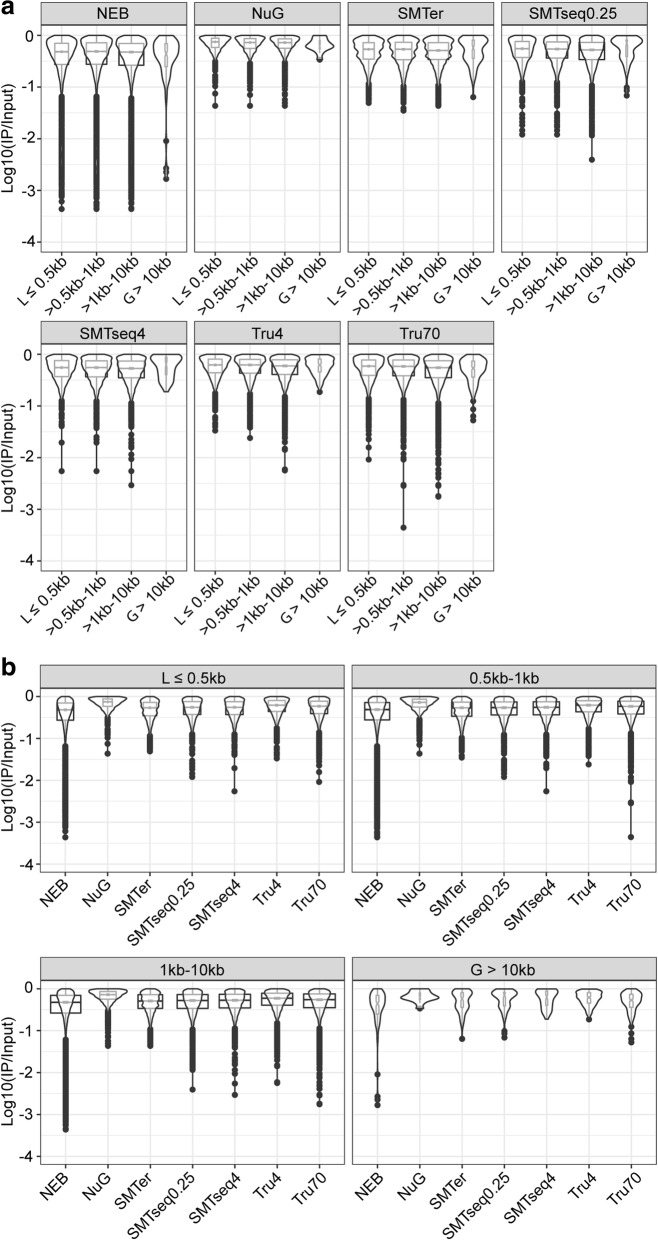
Boxplot and violin plots of depletion features over different transcript lengths. **a** Boxplots of depletion factor of different transcripts within each kit. **b** Boxplots of depletion factor of different kits at each transcript length bin. The notch represents the median ± 1.58IQR/√n. The width of boxplot is proportion to sample size of each group

## Discussion

In this study, we compared five library-preparation kits for RNA-seq, using low-quantity input RNA or RiboTag IP RNA, by applying a comprehensive set of quality measures. One of the major differences among library preparation kits was whether oligo (dT) is used to select mRNA. Among the kits tested, the NEBNext® Ultra™, the Illumina TruSeq® and the TaKaRa SMART-Seq® v4 Ultra® use oligo-dT primers to select for polyA mRNA. Conversely, the TaKaRa SMARTer® kit depends on locked nucleic acid (LNA) technology and random primers to capture both products with classical long polyA(+) and those with short poly(A) tails or polyA(−) transcripts and employs a ribosomal depletion step. Although the NuGEN Ovation® V2 kit uses a combination of semi-random hexamers and a poly-dT chimeric primer for 1st strand cDNA amplification in an effort to mitigate bias, 3′ end bias was still observed. Shanker, et al.(2015), also observed 3′ end bias using the NuGEN Ovation V2 kit with low input samples [22]. Interesingly, we observed greater 3′ end bias in IP samples (except for SMARTer prepared samples) than in the input samples, possibly suggesting some degradation of the RNA.

A higher percentage of reads mapped to the intronic and intergenic region in the samples derived from the TaKaRa SMARTer® kit in comparison to samples derived from the other five kits. Adiconis, et al., 2013 [23], also found a similar difference by comparing the SMARTer® kit to the TruSeq® kit. In our study, among the top-100 highly expressed transcripts in SMARTer samples, 30% were miRNA, lincRNA and rRNA. It is known that the source of miRNA or lincRNA is mainly from intergenic or intronic region, and that certain ribosomal RNAs generated by RNA polymerase I and III are without polyA tails. Therefore, we propose that the SMARTer® kit may be useful for studies which aim to focus on poly(A) negative transcripts or transcripts derived from non-exon-coding regions.

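Among the 100 genes with the highest CPM in a library, rRNA, lincRNA and microRNA genes made up 16.3 ± 3.51% in SMTer input and 17.7 ± 2.31% in SMTer IP, and protein-coding genes 48 ± 5.57% and 46.7 ± 1.53%. In Tru70, the first group made up 2 ± 1% in input and 1.33 ± 0.577% in IP, and protein-coding genes 95.3 ± 0.577% and 95.7 ± 4.04%. Ranking by RPKM in place of CPM, an alternative chosen after seeing the data, moved the SMTer shares most, to 30.3% in input and 35% in IP.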

We observed lower duplication rates for the SMART-Seq® v4 Ultra (SMARTseq) and NuGEN prepared samples as compared to samples prepared with the other kits. A possible explanation to this observed lower duplication rate may relate to the protocols of these two kits. The mRNA is pre-amplifed to cDNA, before fragmentation, making the duplication rate resulting from the amplification harder to identify based on mapping position. Conversely, in other methods including the TruSeq kit, mRNA is fragmented first and the amplification only happens during the library construction step, making it easier to identify duplication based on the mapping position. For this study, the comparisons among different kits were achieved by using the rank-based method without removal of duplicate reads. Parekh et al., also showed that removal of duplicates improved neither accuracy nor precision and can actually worsen the power and the False Discovery Rate (FDR) for differential gene expression [33].

While Combs et al., (2015) [34] reported the use of the TruSeq kit with 100 ng of RNA, our modification of the TruSeq protocol provides the possibility to use the kit with RNA amounts as low as 4 ng. Indeed, our study, for the first time, shows that with protocol modifications, TruSeq with 4 ng of RNA performs similarly to the TruSeq with 70 ng of RNA with respect to the number of genes being captured and overall profile composition.

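Tru4 libraries had 4438 more detected genes than Tru70 libraries in input and 3558 more in IP (exact permutation test, two-sided, p = 0.1 each). Drawn down to the depth of the smallest library, with the fractions as in Table 2, Tru4 input had 12495 ± 17.8 detected genes and Tru70 input 12057 ± 69.2. No gene passed edgeR's test of a difference between the IP/input changes of Tru4 and Tru70, as labelled (1331 of 16644 genes with an unadjusted p under 0.05) or with the fractions as in Table 2 (830 genes). With DESeq2 in place of edgeR, some genes passed under either setting. Between Tru4 and Tru70 themselves, 147 genes passed in input and 6 in IP with the fractions as in Table 2, and 2336 and 1517 when a block for the mouse was added. The paper describes the change of protocol as opening the possibility of TruSeq libraries from 4 ng of RNA.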

Comparing translatome (IP samples) against corresponding transcriptome (input samples), we find a relative higher intronic percentage in the translatome profiles, which might indicate that some non-mature RNA are precipitated during the IP process. Overall, we detected more enriched transcripts than depleted transcripts in the IP samples. Roh et al., report a similar result although the fold-change was greater in the depleted genes than the enriched genes [35]. This difference may result from the different tissues being used, and more specifically the percent of cells that express the tagged ribosomes. Among enriched transcripts, we observed an enrichment effect bias toward longer transcripts (> 10 kb) (Fig. 9a). This may relate to the nature of RiboTag IP since it is a method to detect polysome profiles during translation [16]. It is possible that the higher number of ribosomes on longer transcripts leads to a higher enrichment. In addition, the greater enrichment effect of longer transcript is slightly higer for samples prepared by SMARTer and SMARTseq kits. This may be related to the template-switch oligonucleotide with one locked nucleic acid (LNA) technique applied in these kits, which is aimed to improve the hybridization between the template-switch oligonucleotide and the cDNA product [36, 37], increasing full coverage for longer transcripts.

## Conclusion

Amongst the kits and library prep protocols analyzed in this manuscript, SMART-Seq v4 and TruSeq offer the best sequencing results for libray preparation from smaller amounts of RNA as starting material. Indeed, the overall profile of 250 pg/4 ng samples from SMART-Seq v4 was similar to the TruSeq 70, here used as a gold-standard control. SMARTer Stranded Total RNA-Seq Kit might be a good choice to study both polyA(+) mRNA and non-polyA mRNA, especially non-coding RNAs. Since there is a coverage bias towards 3′ for IP samples and more enrichment for longer transcripts, correction should be included during comparison among samples, for example, using the bias correction function in Cufflink [38]. Finally, IP RNA from RiboTag samples is likely to include a higher rate of immature RNAs, given the observed increase in intronic sequences in the IP samples across all library prep approaches. Overall, we were able to observe both enriched and depleted transcripts of translatome profiles using all kits. Greater enrichment effects were detected than depletion, however this may be related to the percent of tagged ribosomes in the tissue and therefore tissue and Cre-driver specific. In summary, by considering the eveness of coverage, number of detected features, low CPM of non-coding genes, and similar enrichment profiles comparing to standard TruSeq70 prepared samples, the SMARTseq and NEB kits performed the best in comparison to the other kits tested. However, the SMARTseq kit had a lower duplication rate and allows reactions to start with as little as 250 pg, significantly decreasing the necessary amount of starting material. In addition, the modified TruSeq4 protocol provides good results based on the relative high number of detected features, low CPM of non-coding genes, and similarity of the enrichment profile to the standard TruSeq70.

## Additional files

Additional file 1: **Table S1.** Library preparation performed in this study. Table S2 Gene list with RPKM greater than 10,000. 

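Table S2 names genes whose RPKM exceeds 10000, a unit in which the count of a gene is divided by its length and by the number of reads of the library. It names 28 genes, of which 23 carry a name of the annotation used here. Of these, the mitochondrial rRNA gene mt-Rnr2 (chromosome M, 1094 to 2675) had an RPKM of 14582 ± 12821 in SMTer input, 91308 ± 65832 in NuG input and 484 ± 186 in Tru70 input. Apoa2 (chromosome 1, 171225054 to 171226379), a hepatocyte gene, had 10586 ± 188 in SMTseq0.25 input and 704 ± 465 in SMTer input.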

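Table S3 gives median CPM values of genes in the regions of the Venn diagrams, separately for genes found with a single protocol and for those found with all. A CPM of 1 corresponds to less than 1 read in the SMTer libraries, so that a single read there passes the minimum of 1 CPM. The median CPM of genes found in the IP set of Fig. 3d with 1 protocol only was 0.614 ± 0.0384 for SMTseq0.25, 0.769 ± 0.198 for SMTseq4, 0.696 ± 0.289 for Tru4 and 2.71 ± 0.0238 for NEB (SD of the medians of 3 replicates).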

Table S3 Median of genes from unique and shared regions of Venn diagram. Table S4 Spearman correlation coefficients between different profiles. 

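Table S4 holds Spearman's coefficients, which compare the order of the genes by CPM in one library with their order in another. Genes without reads share the lowest rank, so the coefficient depends on how many such genes are included. With genes kept only where any library had a CPM of at least 1, the correlation of NEB and NuG input was 0.832 ± 0.0278, against 0.844 ± 0.0163 over all genes, and that of SMTseq4 and Tru4 input was 0.923 ± 0.0289, against 0.908 ± 0.00890.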

(XLSX 28 kb)

Additional file 2: **Figure S1.** Cre recombination in liver cells expressing Gfi1. (a) Cryosection of liver from a cross between a Gfi1-Cre mouse and a TdTomato reporter mouse (Ai14) stained with DAPI and phalloidin. TdTomato is found in a subset of cells in the liver that is likely consistent with Kupffer or endothelial cells. (b) Enrichment of *Gfi1* transcripts in the IP samples as compared to the input samples was assessed by reverse-transcription followed by real time PCR.

Additional file 3: **Figure S2.** Duplication rate of each library. X-axis: duplication rate, Y-axis: log10 of reads at different duplication rates.

Additional file 4: **Figure S3.** Hierarchical clustering of expression levels, based on the rank of the count of exon per million mapped reads (CPM). Dendrograms represent Spearman correlation coefficients between pairs of samples that is 3 replicates for input and 3 replicates for IP.

Additional file 5: **Figure S4.** Bland–Altman plot (MA plot) of translatome (IP samples) and transcriptome (input samples) profiles for each kit. The red lines represent the boundary cutoff [− 1,1]. Dots above or below the red line represent the enriched or depleted transcripts. (JPG 587 kb)

Additional file 6: **Figure S5.** Venn diagram of enriched/depleted transcripts (CPM ≥ 20 in at least one replicate, mean ratio of enrichement/depletion of the three replicates). The mean ratio IP/input is ≥2 or input/IP is ≥2.

Additional file 7: **Figure S6.** Histogram of length distribution for enriched or depleted transcripts.

## Abbreviations

NEB: NEBNext® Ultra™ Directional RNA Library Prep Kit for Illumina with 4 ng of RNA
NuGEN: NuGEN Ovation® RNA-Seq System V2 with 4 ng of RNA
SMARTer: TaKaRa SMARTer® Stranded Total RNA-Seq Kit-Pico Input Mammalian with 4 ng of RNA
SMARTseq4 and SMARTseq0.25: TaKaRa SMART-Seq® v4 Ultra® Low Input RNA Kit for Sequencing with 4 ng and 0.25 ng of RNA
TruSeq4 and TruSeq70: Illumina TruSeq RNA Library Prep Kit v2 with 4 ng and 70 ng of RNA

# Supplementary material for: A comparative analysis of library prep approaches for sequencing low input translatome samples
**Source:** BMC Genomics. 2018 Sep 21;19:696. doi: 10.1186/s12864-018-5066-2
**Supplement:** Supplementary file 2 — Figure S1. Cre recombination in liver cells expressing Gfi1. (a) Cryosection of liver from a cross between a Gfi1-Cre mouse and a TdTomato reporter mouse (Ai14) stained with DAPI and phalloidin. TdTomato is found in a subset of cells in the liver that is likely consistent with Kupffer or endothelial cells. (b) Enrichment of Gfi1 transcripts in the IP samples as compared to the input samples was assessed by reverse-transcription followed by real time PCR.

**a**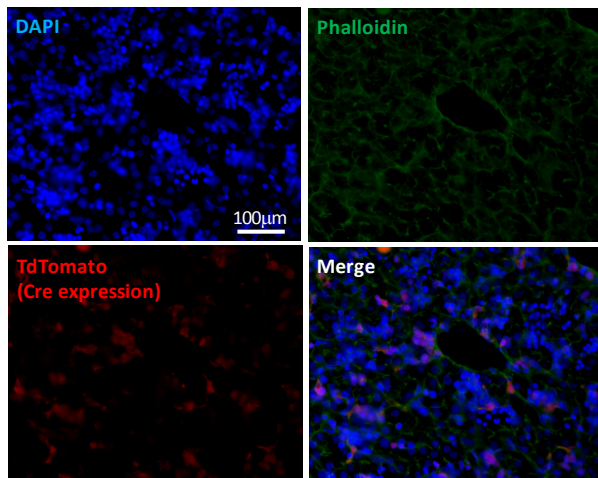**b**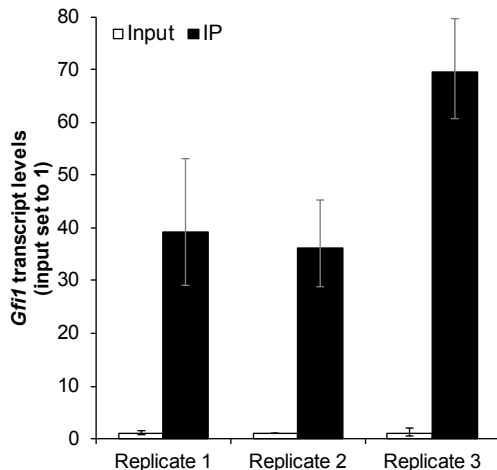

Fig. S1 Cre recombination in liver cells expressing *Gfi1*.

(a) Cryosection of liver from a cross between a *Gfi1*-Cre mouse and a TdTomato reporter mouse (Ai14) stained with DAPI and phalloidin. TdTomato is found in a subset of cells in the liver that is likely consistent with Kupffer or endothelial cells. (b) Enrichment of *Gfi1* transcripts in the IP samples as compared to the input samples was assessed by reverse-transcription followed by real time PCR.

# Supplementary material for: A comparative analysis of library prep approaches for sequencing low input translatome samples
**Source:** BMC Genomics. 2018 Sep 21;19:696. doi: 10.1186/s12864-018-5066-2
**Supplement:** Supplementary file 4 — Figure S3. Hierarchical clustering of expression levels, based on the rank of the count of exon per million mapped reads (CPM). Dendrograms represent Spearman correlation coefficients between pairs of samples that is 3 replicates for input and 3 replicates for IP.

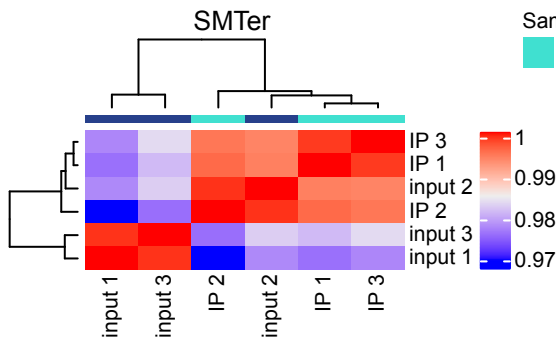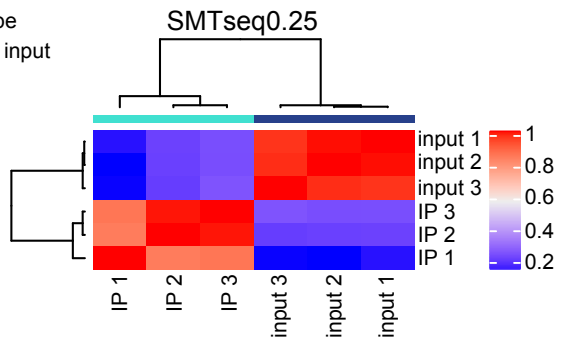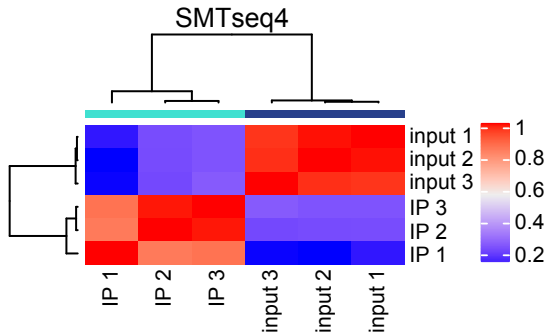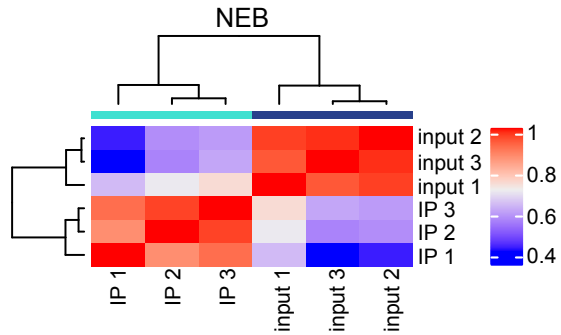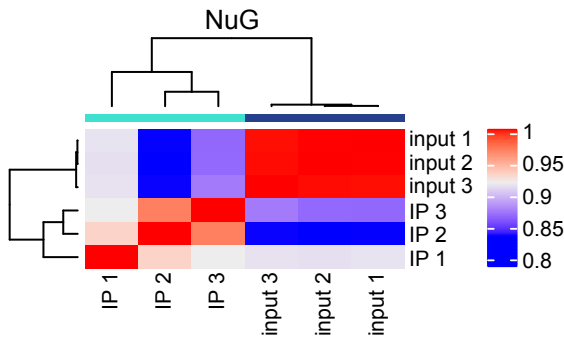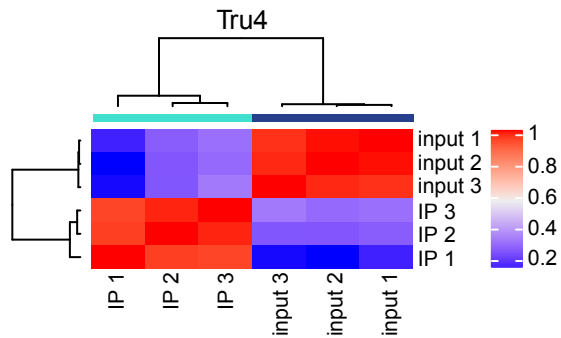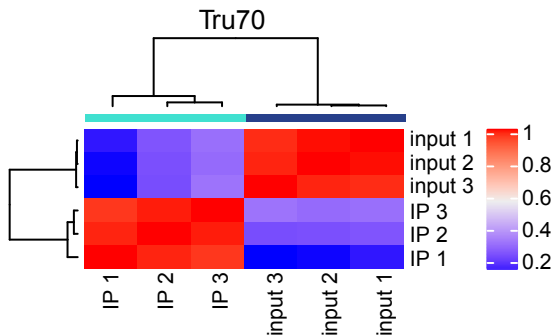

Fig. S3 Hierarchical clustering of expression levels, based on the rank of the count of exon per million mapped reads (CPM). Dendrograms represent Spearman correlation coefficients between pairs of samples that is 3 replicates for input and 3 replicates for IP.

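In Fig. S3 each dendrogram joins the 3 input and 3 IP libraries of one protocol by the similarity of their ranks. Libraries that join early have a high correlation with each other. Under the fractions of Table 2, the mean correlation within NuG IP was 0.912 ± 0.000700 and within Tru4 IP 0.924 ± 0.00740 (SD over 3 pairs).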

# Supplementary material for: A comparative analysis of library prep approaches for sequencing low input translatome samples
**Source:** BMC Genomics. 2018 Sep 21;19:696. doi: 10.1186/s12864-018-5066-2
**Supplement:** Supplementary file 6 — Figure S5. Venn diagram of enriched/depleted transcripts (CPM ≥ 20 in at least one replicate, mean ratio of enrichement/depletion of the three replicates). The mean ratio IP/input is ≥2 or input/IP is ≥2.

**a** Enrichment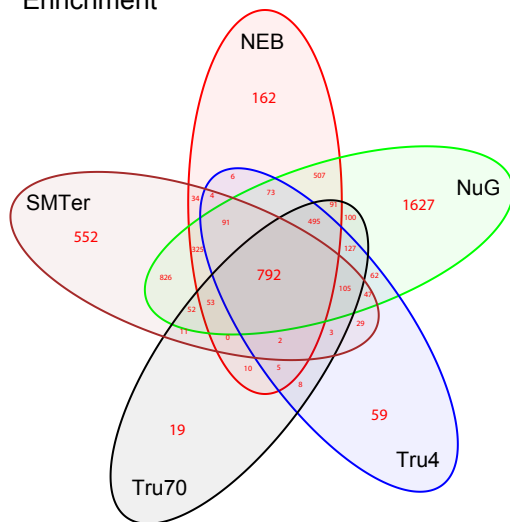**b** Enrichment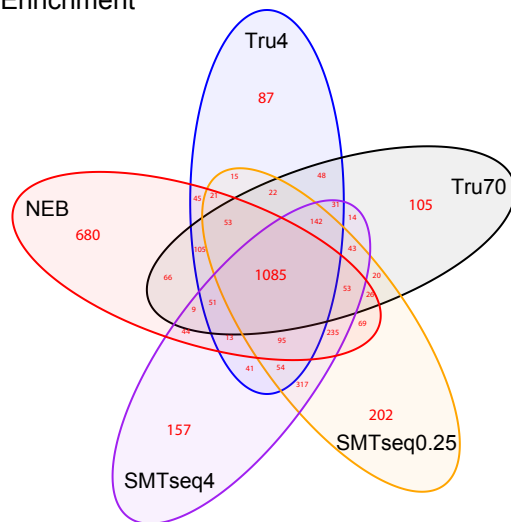**c** Depletion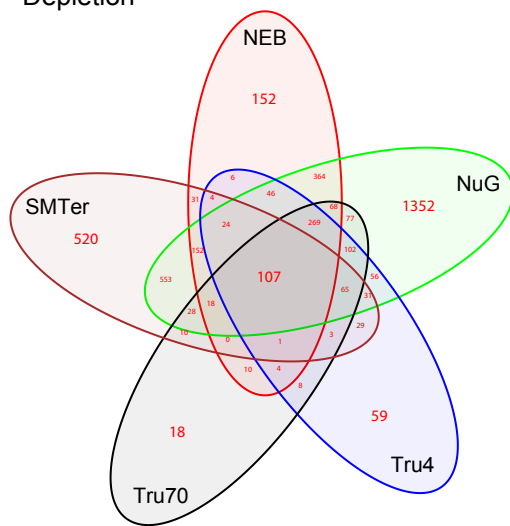**d** Depletion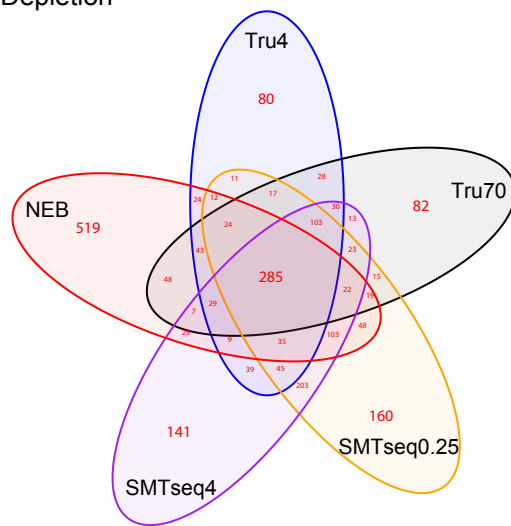

Fig. S5 Venn diagram of enriched/depleted transcripts (CPM ≥ 20 in at least one replicate, mean ratio of enrichment/depletion of the three replicates). The mean ratio IP/input is ≥2 or input/IP is ≥2.

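Fig. S5 uses the mean ratio of 3 mice, so a gene is counted once per protocol, where Fig. 6 counts genes in each mouse. Depleted genes were taken here by the mean of IP/input, where the legend of Fig. S5 names input/IP of at least 2. The mean of input/IP can give other numbers, above all where a mouse runs the other way. By the mean of IP/input, 3 NuG genes were depleted as labelled and 100 with the fractions as in Table 2. For Tru70, 1107 genes were depleted, of which 1020 (92.1%) with Tru70 only in the set of Fig. S5a as labelled and 150 (13.6%) with the other protocols' fractions as in Table 2. No Tru4 gene was depleted by the mean ratio as labelled, where replicate 3 runs the other way, against 958 with the Table 2 fractions.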

How the deposited data were processed for this re-analysis (not part of the article)

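RNA of liver homogenate (input) and RNA that came down with an antibody against the HA tag (IP) was taken from 3 mice with Gfi1-Cre and the RiboTag allele of Rpl22. Libraries were made from both fractions of each mouse with 7 protocols, named NEB, NuG, SMTer, SMTseq0.25, SMTseq4, Tru4 and Tru70, which gives 42 libraries in 14 groups of 3. The amount of RNA was 0.25 ng in SMTseq0.25, 70 ng in Tru70 and 4 ng in the others. The paper gives the age of the mice as 30 days and the labels of the libraries give 1 day. No result here uses the age.

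The authors removed adapters with Trimmomatic, trimmed reads to 60 bases with the FASTX Toolkit 0.0.13 and aligned them to mm10 (GRCm38) with TopHat 2.0.8, each library by itself. From the alignments the authors made exon counts, that is whole numbers of reads or read pairs per Ensembl gene without normalization, in the layout of HTSeq, with closing lines for reads on no feature and other reads left out. The methods name both HTSeq and Bedtools 2.7.1 for counting. The strand setting of this step is not stated, and the paper says only that strandness was not analysed. RPKM values were computed by the authors per kilobase and per number of mapped reads, as the methods define them. The methods name HTSeq and Bedtools before that definition, and the counter behind the RPKM values is not named in the files. Both kinds of deposited values cover 47729 genes. Replicates were not pooled.

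CPM was computed here from the deposited counts, divided by their total over all genes of the library, where the methods of the paper define CPM by the mapped reads. The totals ranged from 464199 to 45466334 over the libraries. By group, the median totals were 22305929 and 22373163 for NEB input and IP, 7482819 and 5319712 for NuG, 750159 and 645414 for SMTer, 23815261 and 14691099 for SMTseq0.25, 24615731 and 17262557 for SMTseq4, 36785680 and 28571125 for Tru4 and 32103296 and 29799544 for Tru70. The smallest share the depth can show was taken as that of 3 counts, which is 6.46 CPM in the smallest library and 0.0660 CPM in the largest. Intervals of shares are 95% Wilson intervals, and they cover counting error only. Gene names, biotypes, strands, coordinates and transcript lengths came from GENCODE M21 on GRCm38, the build the authors used, which holds 47310 of the 47729 gene identifiers. The other 419 genes were kept and have no biotype or length. Only values per gene and the closing lines of the counts were used, so duplication, coverage along transcripts and the shares of exonic, intronic and intergenic reads were not analysed here.

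Samples were grouped by the protocol, fraction and replicate number of their labels. Replicates with one number were taken as the same mouse. All values were computed with the fractions as labelled. For replicate 3 of NEB, NuG, SMTer and Tru4, Table 2 gives the feature numbers of the input library to IP and the reverse, and a setting with these 8 libraries exchanged, called the fractions as in Table 2, was added after seeing the data. A detected gene has at least 1 read. Genes of the Venn diagrams have a CPM of at least 1 in at least 1 of 3 libraries. Averages of gene groups run over the genes with a CPM of at least 1 in the library, mitochondrial rRNA included. Spearman correlations run over all genes and are averaged over pairs of libraries, and clusters use average linkage on 1 minus the correlation, with 2 clusters. Ratios of IP to input use CPM of the same mouse and genes with at least 20 input reads, with 2-fold, 4-fold and 32-fold limits as in the paper. The top 50 genes were taken by mean ratio among genes with at least 20 reads in all input libraries of the protocol. Sets of Fig. S5 use a CPM of at least 20 in any library of the protocol and the mean of IP/input, for depleted genes too. Length classes use the longest annotated transcript. Opposite-strand pairs are genes whose exons overlap on opposite strands by at least 200 bases.

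Counts were tested with edgeR 4.0.16 in R 4.3.3, with TMM factors, filterByExpr, glmQLFit and glmQLFTest and no block for the mouse, and a Benjamini-Hochberg adjusted p under 0.05 counted as passed. The comparisons were IP against input in each protocol, the difference of that change from Tru70, Tru4 against Tru70 and SMTseq0.25 against SMTseq4. The procedure was tested on simulated data with the depths and spreads of a deep and a shallow protocol. Values of 3 libraries or mice were compared with the two-sided exact permutation test, and the top 50 genes also with 100000 resamples across genes. Random lists numbered 10000 and were matched on 20 bins of mean expression. Every random draw used the seed 20180. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

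Genes are named by a rule. They are Gfi1, Gapdh, Rpl22, the genes of Table S2, the genes of 8 lists of cell markers, and, among genes past the test in at least 6 of 7 protocols with the same direction in every mouse, the 5 with the largest and the 5 with the smallest median log2 fold change.

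The alternatives tried were DESeq2 1.42.0 in place of edgeR, no filter or a filter of 20 reads in every library, a block for the mouse, library totals in place of TMM, one fit on all 42 libraries, and all libraries drawn at random to 464199 counts. For CPM, ratios and correlations they were minimums of 5 CPM, 5 reads or 50 input reads, a CPM of at least 1 in all 3 libraries or in any library, the deposited RPKM, RPKM scaled without the 10 top genes, the highest or mean value of the replicates, a fixed set of genes, mitochondrial rRNA left out, TMM or protein-coding totals as the scale, 0.5 reads added, no pairing, Pearson's correlation of log2 CPM with 1 or 0.1 added, correlations of a library with itself included, the top 50 genes of Tru70, genes changed at least 2-fold, genes with at least 20 reads in all 21 input libraries for the profiles, and the union of exons as length. Each replicate was left out in turn. The closing section gives their effect.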

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

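In this part, the comparison of SMTer counts with the genes of the opposite strand was set before its result was seen. The other tests of an explanation were chosen only after the result was seen. Alternatives of processing were set before the data were examined, except those with the fractions as in Table 2.

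Attention fell on the first group of results because the change from input to IP differed between a protocol and Tru70, by edgeR's test of the difference itself. All protocols started from RNA of the same 3 mice, so the design offers no biological explanation of such a difference and none was tested. Other splits of the libraries exchanged the protocol of one mouse at a time, which leaves 4 splits with the real one, so a share under 1 in 4 cannot occur. In each result with a gene that differed, 1 of the 4 splits gave as many genes, the real one, and the other 3 gave 0 genes. With 4 splits, this measure alone cannot tell such a result apart from a grouping by chance. For Tru4, 4 of the 4 splits gave as many, because no gene differed from Tru70 in any of them. The Tru4 number by edgeR was 0 as labelled (1331 genes with an unadjusted p under 0.05) and 0 with the fractions as in Table 2 (830 genes). DESeq2 in place of edgeR gave some Tru4 genes under either setting.

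For SMTer, 0.898% of 16489 genes differed as labelled, 66 with a higher and 82 with a lower change than in Tru70. Under the fractions of Table 2, a setting chosen after seeing the data, 267 (1.62%) differed, 193 higher and 74 lower. A candidate explanation is that reads of SMTer libraries were counted on the strand opposite to the transcript. Of the genes that differed as labelled, 26 (17.6%) overlap a gene of the opposite strand found with Tru70, against 1903 of the 16341 other genes (11.6%, Fisher's exact test across genes, p = 0.0384). Under those of Table 2 it was 97 of 267 genes (36.3%) against 1832 of 16222 (11.3%, Fisher's exact test across genes, p = 4.64e-26). Genes are not independent replicates. As labelled, the overlap was 28.8% among the 66 higher genes and 8.54% among the 82 lower genes, the latter below the 11.7% of all tested genes, and under the fractions of Table 2 it was 41.5% of 193 and 23.0% of 74. The explanation thus goes with the higher genes, and not with the lower ones as labelled, and most of the differing genes have no such overlap. A difference in total counts alone does not remove the result, since 137 genes still differed as labelled when every library was drawn down to the smallest total. The number changes with other choices. As labelled, it rose to 1123 with no filter and 1097 with DESeq2, and fell to 42 with a block for the mouse, 11 in one fit on all 42 libraries, 53 with 20 reads in every library and 54 without TMM factors. Under the fractions of Table 2 it was 355 with a block, 698 with DESeq2 and 64 without TMM factors. Leaving out replicates as labelled, it was 0, 0 and 60 without replicate 1, 2 and 3 (2524, 2146 and 1702 genes with an unadjusted p under 0.05).

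NuG differed from Tru70 in 3 of 16114 genes (0.0186%) as labelled, 2 higher and 1 lower, and in 45 (0.279%) with the fractions as in Table 2, 21 higher and 24 lower. The number depends on the scaling. With library totals in place of TMM factors, 4717 genes differed with the fractions as in Table 2, and 0 as labelled (1577 with an unadjusted p under 0.05). The large share of rRNA reads in NuG input may therefore enter these results, and they cannot be told apart from an effect of scaling. Other choices gave 343 genes with DESeq2, 90 with no filter and 0 with a block for the mouse as labelled (1418 with an unadjusted p under 0.05 with the block), and 350 with DESeq2 and 155 with a block for the mouse under the fractions of Table 2. At equal depth, 0 genes differed as labelled (1128 with an unadjusted p under 0.05), which lost depth alone can also give.

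NEB differed from Tru70 in 1 of 15346 genes (0.0065%) with the fractions as in Table 2, where its change was higher, and in 0 as labelled (1483 with an unadjusted p under 0.05). DESeq2 in place of edgeR gave 577 genes with the fractions as in Table 2 and 869 as labelled, and a block for the mouse gave 2 with the fractions as in Table 2. No technical explanation was tested for the single gene.

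With the SMART-Seq v4 protocols, the change differed from Tru70 in 27 of 16190 genes (0.167%) for SMTseq0.25, 26 higher and 1 lower, and in 61 of 16504 genes (0.370%) for SMTseq4, 57 higher and 4 lower. Gene length is a candidate explanation. The median transcript length of the genes with a higher change was 6091 bases for SMTseq0.25 and 6435 bases for SMTseq4, against 2981 and 2970.5 bases for all tested genes. Both medians lie above those of all 10000 random lists of genes with the same mean expression, a percentile of 100 for each protocol. Depth is another. When every library was drawn down to the smallest total, 11 and 3 genes differed. A lower number is also what lost depth alone gives, so the results cannot be told apart from a difference in depth. For SMTseq0.25 and SMTseq4, the numbers rose to 83 and 173 with a block for the mouse, 63 and 184 with 20 reads in every library, 304 and 208 with no filter, and 354 and 698 with DESeq2. In one fit on all 42 libraries they were 1 and 0 (1006 and 802 genes with an unadjusted p under 0.05). That fit took in the replicate 3 libraries of NEB, NuG, SMTer and Tru4 as labelled. Leaving out any 1 replicate gave 0 for both protocols, with 1339 to 2191 genes at an unadjusted p under 0.05. The SMART-Seq v4 libraries were also sequenced at another centre and with longer reads than Tru70, and these differences cannot be told apart from one between kits.

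A different kind of signal is the share of reads on no feature, a line of the deposited counts that the paper does not give, although it gives percentages of exonic, intronic and intergenic reads. It was 87.9% ± 7.49 (n = 6) in SMTer libraries, far above the 5.05% ± 1.65 (n = 6) of Tru70. The candidate explanation tested is counting on the opposite strand, which would leave most reads of a strand-specific library on no feature. Across 4549 genes that overlap a gene of the other strand, SMTer input values had a Spearman correlation of 0.596 with the Tru70 values of that other gene and of 0.385 with those of the same gene. The difference of 0.211 is consistent with such counting. In RPKM, the SMTer correlation was 0.535 with the same gene and 0.405 with the other, so the pattern belongs to the exon counts. Reads from introns and from between genes can add to the share, and the paper reports more of both with SMARTer. Its 22% and 41% of intronic reads for SMARTer input and IP are percentages of mapped reads. The share here leaves out reads without a unique alignment. The paper's percentages therefore cannot be compared with it directly, and a part played by such reads stays open. No biological explanation was tested.

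The last results came to attention because genes outside those the paper discusses stood out in IP. Lists of marker genes for 8 cell types were written before they were tested. In Tru70, the median log2 fold change from input to IP was 4.99 for Kupffer cells (10 of 10 genes higher in IP), 5.08 for neutrophils (7 of 7), 5.82 for lymphocytes (8 of 8) and 5.84 for erythroid cells (7 of 7). Among 10000 random lists of genes with the same mean expression, these medians reached a percentile of 100 for Kupffer cells, 99.98 for neutrophils, 100 for lymphocytes and 100 for erythroid cells. In SMTseq4, prepared with another kit, the medians were 4.79, 4.45, 5.26 and 5.34. In SMTer with the fractions as in Table 2, Kupffer cell genes had a median of 2.47 and erythroid genes one of 0.08, with 3 of 6 genes higher in IP. SMTer exon counts may come from counting on the opposite strand, so the SMTer medians may not stand for transcripts of the listed genes. For the other lists the Tru70 medians were -1.04 for sinusoidal endothelial cells (percentile 0.47), -2.35 for hepatocytes (0.31), -1.58 for stellate cells (0.13) and -2.95 for cholangiocytes (0.16), which argues against these as the source of the RNA that is raised in IP. For sinusoidal endothelial cells this is weaker in other protocols, with a percentile of 5.96 in SMTseq4, 4.56 in SMTseq0.25, 10.19 in SMTer and 12.19 in NEB, where the median was -0.37, though not in NuG (0.08) or Tru4 (0.03). For stellate cells it is weaker in NEB, with a median of -0.85 and a percentile of 5.9. In NuG, SMTseq0.25, SMTseq4 and Tru4 the stellate percentile was 1.85 or lower. Kupffer cells, neutrophils, lymphocytes and erythroid cells are candidate sources of that RNA. The legend of Fig. S1 calls the cells that carry the reporter likely Kupffer or endothelial cells. Expression of the tagged ribosome in such cells may be the reason, and so may RNA that comes down with the antibody from cells without it. No IP from mice without the tag was analysed here, so the pattern cannot be told apart from that second explanation, and a marker shared between cell types cannot place the source by itself.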

How the results depend on the processing

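Each of 878 results was computed again under every alternative that applies to it, with 1 choice changed at a time except where 2 are named together, for 6985 values in all. A result of a test is counted as kept when its direction and its side of the threshold are kept, a count of genes when it stays within 1.5 times the value reported, and any other value when it moves by less than the spread between replicates. The exchange of the replicate 3 libraries as in Table 2, the length of the union of exons, and the combinations of an alternative with the exchange were chosen after seeing the data, as were all alternatives for the sets of Fig. S5, the 100 top genes, the total exon counts and the genes found in any library. The other alternatives were set before the data were examined. For the 150 principal results, 890 values were kept and 301 moved. None of the principal results is a tested direction, so none is counted as reversed, but differences between length classes that changed sign are among the moved values. The cause was not tested for any of the moved values below, unless it is named. All principal values that moved are given, by setting.

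The number of genes with an RPKM of at most 1 was kept for all 7 protocols in both fractions under each alternative tried for it, among them the highest and the mean RPKM of the replicates and the rescaling without the 10 top genes. These counts take in most of the 47729 genes, so they cannot rise 1.5-fold, and being kept shows little about them. The rescaling put NuG and SMTer input below Tru70 input, where their means lay above it as labelled, and still counted as kept. The number of genes with an RPKM from 100 to 10000 was kept in both fractions for SMTseq0.25, SMTseq4, Tru4 and Tru70. The number of detected genes was kept for NEB, SMTseq0.25 and Tru70 in both fractions, with drawing down to the smallest total and detection from 5 reads among the alternatives. The spread of NEB, NuG, SMTer and Tru4 as labelled is so wide that a value can move far and still be kept, so the kept values of these protocols show little about stability. For instance, the median log2(IP/input) of the top 50 genes was kept for these 4 protocols, and the correlation of IP/input profiles of Tru4 and Tru70 was kept although it ranged from 0.0190 to 0.919.

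With detection from 5 reads, detected genes per library numbered 6736 for SMTer input and 6029 for SMTer IP. With libraries drawn down to the smallest total, detected genes per library numbered 12027 for SMTseq4 input and 12928 for Tru4 input. There, the correlation of libraries was 0.616 for SMTer and Tru70 input, 0.890 for SMTseq0.25 and SMTseq4 input and 0.886 for Tru4 and Tru70 input. There, the correlation of IP/input profiles was 0.805 for SMTseq0.25 and SMTseq4. There, genes changed between IP and input numbered 3415 for SMTseq0.25, 3864 for SMTseq4 and 3136 for Tru70. There, genes whose change differed from that of Tru70 numbered 0 for NuG (unadjusted p under 0.05 for 1128), 11 for SMTseq0.25 and 3 for SMTseq4. With RPKM rescaled without the 10 top genes of each library, genes with RPKM above 10000 numbered 20.3 for NuG input, 16.7 for NuG IP, 22.7 for SMTer IP, 6 for SMTseq0.25 input, 4 for SMTseq4 input and 9 for Tru70 input. There, genes with RPKM from 100 to 10000 numbered 308 for NuG input, 274 for NuG IP, 483 for SMTer input and 438 for SMTer IP. By the highest RPKM of the replicates, genes with RPKM above 10000 numbered 11 for NEB input, 3 for SMTseq4 input, 16 for Tru4 IP and 8 for Tru70 input. At this setting, genes with RPKM from 100 to 10000 numbered 574 for NEB IP, 302 for SMTer input and 277 for SMTer IP. By the mean RPKM of the replicates, genes with RPKM above 10000 numbered 1 for SMTseq4 input. With a CPM of at least 1 in all 3 replicates, shared genes numbered 5786 (Fig. 3a), 4652 (Fig. 3b) and 7007 (Fig. 3d). There, the median CPM of shared genes was 40.8 (Fig. 3a), 55.2 (Fig. 3b), 25.7 (Fig. 3c) and 44.7 (Fig. 3d). There, genes found with SMTer only numbered 1537 (Fig. 3a) and 1406 (Fig. 3b). There, the median CPM of genes found with SMTer only was 24.4 (Fig. 3a) and 26.4 (Fig. 3b). With a minimum of 5 CPM, shared genes numbered 7145 (Fig. 3a). From an RPKM of at least 1 in place of CPM, shared genes numbered 5189 (Fig. 3a), 4791 (Fig. 3b), 6314 (Fig. 3c) and 6281 (Fig. 3d). With this choice, genes found with SMTer only numbered 533 (Fig. 3a) and 467 (Fig. 3b). By the highest CPM of the replicates in place of the mean, the median CPM of shared genes was 29.0 (Fig. 3a), 35.7 (Fig. 3b), 21.3 (Fig. 3c) and 33.0 (Fig. 3d). In the same setting, the median CPM of genes found with SMTer only was 4.28 (Fig. 3a) and 7.75 (Fig. 3b). Without mitochondrial rRNA, the mean CPM of rRNA genes was 116 for NEB input, 1814 for NuG input, 2927 for SMTseq0.25 input, 28530.3 for SMTseq0.25 IP, 2131 for SMTseq4 input, 27121 for SMTseq4 IP, 12693 for Tru4 input, 19367 for Tru4 IP, 3728 for Tru70 input and 7589 for Tru70 IP. Averaged over one fixed set of genes, the mean CPM of rRNA genes was 12.7 for NEB input, 1019.9 for NuG input, 1370.0 for SMTer input, 1485 for SMTer IP, 55.5 for SMTseq0.25 input, 47.7 for SMTseq4 input, 44.5 for Tru4 input, 60.9 for Tru4 IP, 16.1 for Tru70 input and 22.3 for Tru70 IP. There, the mean CPM of protein-coding genes was 41.7 for NEB input, 40.9 for NEB IP, 28.2 for NuG input, 33.1 for NuG IP, 14.2 for SMTer input, 13.2 for SMTer IP, 44.0 for SMTseq0.25 input, 43.1 for SMTseq0.25 IP, 44.1 for SMTseq4 input, 43.1 for SMTseq4 IP, 43.8 for Tru4 input, 43.3 for Tru4 IP, 44.2 for Tru70 input and 43.9 for Tru70 IP.

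As Pearson's correlation of log2(CPM + 0.1), the correlation of libraries was 0.979 for SMTseq0.25 and SMTseq4 input, 0.970 for SMTseq0.25 and SMTseq4 IP, 0.966 for Tru4 and Tru70 input and 0.955 for Tru4 and Tru70 IP. Taken as Pearson's correlation of log2(CPM + 1), the correlation of libraries was 0.607 for SMTer and Tru70 IP, 0.988 for SMTseq0.25 and SMTseq4 input, 0.982 for SMTseq0.25 and SMTseq4 IP, 0.968 for Tru4 and Tru70 input and 0.958 for Tru4 and Tru70 IP. From the deposited RPKM in place of CPM, the correlation of libraries was 0.828 for SMTer and Tru70 input, 0.811 for SMTer and Tru70 IP, 0.890 for SMTseq0.25 and SMTseq4 IP, 0.884 for Tru4 and Tru70 input and 0.876 for Tru4 and Tru70 IP. At this setting, the correlation of IP/input profiles was 0.742 for SMTseq0.25 and SMTseq4. Over genes with a CPM of at least 1 in any library, the correlation of libraries was 0.475 for SMTer and Tru70 input, 0.460 for SMTer and Tru70 IP, 0.952 for SMTseq0.25 and SMTseq4 input, 0.949 for SMTseq0.25 and SMTseq4 IP, 0.939 for Tru4 and Tru70 input and 0.925 for Tru4 and Tru70 IP. With 0.5 reads added to both libraries, enriched genes per mouse numbered 698 for SMTer. With CPM scaled to the reads on protein-coding genes, enriched genes per mouse numbered 2151 for NuG. With TMM factors in place of totals, enriched genes per mouse numbered 1538 for NuG and 2511 for SMTseq4. There, depleted genes per mouse numbered 3604 for SMTseq4. There, the median log2(IP/input) of the top 50 genes was 5.44 for SMTseq0.25, 5.34 for SMTseq4 and 5.66 for Tru70. There, the difference in median log10(IP/input) of enriched genes, above 10 kb minus 1 to 10 kb, was 0.101 for SMTseq0.25, 0.0786 for SMTseq4 and -0.0247 for Tru4. Above a minimum of 50 input reads, enriched genes per mouse numbered 2431 for NuG and 91.3 for SMTer. With this choice, depleted genes per mouse numbered 425 for SMTer. From mean IP over mean input, without pairing, enriched genes per mouse numbered 837 for NEB, 364 for NuG, 1 for SMTer and 276 for Tru4. Then depleted genes per mouse numbered 1251 for NEB, 17 for NuG, 13 for SMTer, 219 for Tru4 and 1892 for Tru70. For the top 50 genes of Tru70, read in every protocol, the median log2(IP/input) of the top 50 genes was 5.59 for SMTseq4. Over genes with at least 20 reads in all input libraries, the correlation of IP/input profiles was 0.935 for SMTseq0.25 and SMTseq4. With length classes of genes changed at least 2-fold, the difference in median log10(IP/input) of enriched genes, above 10 kb minus 1 to 10 kb, was -0.0143 for NEB, 0.0469 for SMTseq0.25, 0.0442 for SMTseq4 and -0.0368 for Tru4. Over all genes with enough input reads, whatever their ratio, the difference in median log10(IP/input), above 10 kb minus 1 to 10 kb, was 0.108 for SMTer, 0.299 for SMTseq0.25, 0.285 for SMTseq4, 0.00820 for Tru4 and 0.0207 for Tru70.

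With DESeq2 in place of edgeR, genes changed between IP and input numbered 156 for NEB. In the same setting, genes whose change differed from that of Tru70 numbered 869 for NEB, 343 for NuG, 1097 for SMTer, 354 for SMTseq0.25, 698 for SMTseq4 and 163 for Tru4. There, genes that differed between RNA amounts numbered 214 for Tru4 and Tru70 input, 54 for Tru4 and Tru70 IP, 3 for SMTseq0.25 and SMTseq4 input and 6 for SMTseq0.25 and SMTseq4 IP. When at least 20 reads were required in every library compared, genes whose change differed from that of Tru70 numbered 0 for NuG (unadjusted p under 0.05 for 895), 53 for SMTer, 63 for SMTseq0.25 and 184 for SMTseq4. With library totals without TMM, genes whose change differed from that of Tru70 numbered 0 for NuG (unadjusted p under 0.05 for 1577) and 54 for SMTer. With no filter on counts, genes whose change differed from that of Tru70 numbered 90 for NuG, 1123 for SMTer, 304 for SMTseq0.25 and 208 for SMTseq4. At this setting, genes that differed between RNA amounts numbered 2 for Tru4 and Tru70 input and 1 for Tru4 and Tru70 IP. One fit on all 42 libraries took in the replicate 3 libraries of NEB, NuG, SMTer and Tru4 as labelled, also where another protocol was compared. In it, genes changed between IP and input numbered 345 for NEB, 1 for SMTer, 2076 for SMTseq0.25, 1223 for SMTseq4 and 12 for Tru70. Then genes whose change differed from that of Tru70 numbered 1040 for NEB, 1 for NuG, 11 for SMTer, 1 for SMTseq0.25 and 0 for SMTseq4 (unadjusted p under 0.05 for 802). Then genes that differed between RNA amounts numbered 1 for Tru4 and Tru70 IP. With a replicate block in the fit, genes whose change differed from that of Tru70 numbered 0 for NuG (unadjusted p under 0.05 for 1418), 42 for SMTer, 83 for SMTseq0.25 and 173 for SMTseq4.

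The following alternatives were chosen after seeing the data. With libraries drawn down to the smallest total and Table 2's fractions, detected genes per library numbered 10861 for NuG input and 12495 for Tru4 input. With Table 2's fractions alone, the mean CPM of protein-coding genes was 88.1 for NEB IP. By the same choice, depleted genes per mouse numbered 281 for NuG, 477 for SMTer and 2199 for Tru4. With this choice, the difference in median log10(IP/input) of enriched genes, above 10 kb minus 1 to 10 kb, was 0.0402 for NEB and -0.00290 for Tru4. In the same setting, genes changed between IP and input numbered 1350 for NEB, 5569 for NuG, 1111 for SMTer and 7950 for Tru4. By the same choice, genes whose change differed from that of Tru70 numbered 1 for NEB, 45 for NuG and 267 for SMTer. By the same choice, genes that differed between RNA amounts numbered 147 for Tru4 and Tru70 input and 6 for Tru4 and Tru70 IP. Averaged over a fixed set, and with Table 2's fractions, the mean CPM of rRNA genes was 18.2 for NEB input, 1424 for NuG input, 1430.0 for SMTer input, 1425 for SMTer IP, 44.6 for Tru4 input and 60.8 for Tru4 IP. At this setting, the mean CPM of protein-coding genes was 41.9 for NEB input, 40.7 for NEB IP, 22.0 for NuG input, 39.4 for NuG IP, 14.1 for SMTer input, 13.3 for SMTer IP, 43.8 for Tru4 input and 43.3 for Tru4 IP. From RPKM and Table 2's fractions, the correlation of libraries was 0.844 for SMTer and Tru70 input and 0.806 for SMTer and Tru70 IP. Then the correlation of IP/input profiles was 0.595 for SMTer and Tru70 and 0.748 for SMTseq0.25 and SMTseq4. Over genes with a CPM of at least 1 in any library, and with Table 2's fractions, the correlation of libraries was 0.494 for SMTer and Tru70 input, 0.464 for SMTer and Tru70 IP, 0.958 for Tru4 and Tru70 input and 0.946 for Tru4 and Tru70 IP. Scaled to protein-coding reads, and with Table 2's fractions, depleted genes per mouse numbered 1013 for NuG, 434 for SMTer and 2159 for Tru4. There, enriched genes per mouse numbered 368 for SMTer. Under TMM factors and Table 2's fractions, enriched genes per mouse numbered 1372 for NuG and 141 for SMTer. Then the difference in median log10(IP/input) of enriched genes, above 10 kb minus 1 to 10 kb, was 0.101 for SMTseq0.25, 0.0786 for SMTseq4 and -0.0407 for Tru4. Above 50 input reads, and with Table 2's fractions, depleted genes per mouse numbered 3364 for NEB, 171 for NuG, 231 for SMTer and 1792 for Tru4. With this choice, enriched genes per mouse numbered 112 for SMTer. For the same 50 genes of Tru70, and with Table 2's fractions, the median log2(IP/input) of the top 50 genes was 5.59 for SMTseq4. Over genes with at least 20 reads in all input libraries, and with Table 2's fractions, the correlation of IP/input profiles was 0.621 for SMTer and Tru70 and 0.933 for SMTseq0.25 and SMTseq4. By the length of the union of exons in place of the longest transcript, the difference in median log10(IP/input) of enriched genes, above 10 kb minus 1 to 10 kb, was -0.0184 for NEB, 0.106 for SMTseq0.25, 0.0981 for SMTseq4 and -0.0291 for Tru4. Among genes changed at least 2-fold, and with Table 2's fractions, the difference in median log10(IP/input) of enriched genes, above 10 kb minus 1 to 10 kb, was -0.0109 for NEB, 0.0469 for SMTseq0.25, 0.0442 for SMTseq4 and -0.0600 for Tru4. With DESeq2 and Table 2's fractions, genes changed between IP and input numbered 2225 for NEB, 5580 for NuG, 1067 for SMTer and 8459 for Tru4. There, genes whose change differed from that of Tru70 numbered 577 for NEB, 350 for NuG, 698 for SMTer and 82 for Tru4. There, genes that differed between RNA amounts numbered 853 for Tru4 and Tru70 input and 294 for Tru4 and Tru70 IP. With library totals alone and Table 2's fractions, genes changed between IP and input numbered 1568 for NEB, 9392 for NuG, 325 for SMTer and 8000 for Tru4. In the same setting, genes whose change differed from that of Tru70 numbered 1 for NEB, 4717 for NuG and 64 for SMTer. At this setting, genes that differed between RNA amounts numbered 176 for Tru4 and Tru70 input and 5 for Tru4 and Tru70 IP. With a replicate block and Table 2's fractions, genes changed between IP and input numbered 1282 for NEB, 5903 for NuG, 1188 for SMTer and 8453 for Tru4. Then genes whose change differed from that of Tru70 numbered 2 for NEB, 155 for NuG and 355 for SMTer. Then genes that differed between RNA amounts numbered 2336 for Tru4 and Tru70 input and 1517 for Tru4 and Tru70 IP.

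Across the 3 fits that each left out one replicate, the number of genes changed between IP and input ranged from 0 to 431 for NEB, from 0 to 4598 for NuG, from 0 to 811 for SMTer, from 0 to 5798 for Tru4 and from 2877 to 4533 for Tru70. For NEB, NuG, SMTer and Tru4 the highest number came without replicate 3, and the others were 0, with an unadjusted p under 0.05 for 177 and 876 NEB, 15 and 29 NuG, 10 and 22 SMTer, and 23 and 23 Tru4 genes without replicate 1 and without replicate 2. The number whose change differed from that of Tru70 ranged from 0 to 4 for NEB, from 0 to 2 for NuG and from 0 to 60 for SMTer, and was 0 in each such fit for SMTseq0.25 (unadjusted p under 0.05 for 1339 to 1641 genes) and SMTseq4 (1745 to 2191 genes). Between Tru4 and Tru70 input it ranged from 0 to 7 genes. Leaving out one replicate at a time, the median CPM of shared genes ranged from 17.7 to 18.6 in the set of Fig. 3c and from 26.1 to 28.2 in that of Fig. 3d, and that of genes found with SMTer only from 3.87 to 5.45 in the set of Fig. 3b. Depleted genes per mouse ranged from 325 to 4124 for NuG and from 476 to 1396 for SMTer.

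TMM factors moved the median log2(IP/input) of all genes by more than 0.1 in each of the 7 protocols, with the fractions of Table 2 for the 4 that it changes. With the fractions as in Table 2 it moved from 1.33 to -0.17 for NuG, from -0.19 to -0.79 for SMTer, from 0.38 to -0.08 for NEB and from 0.35 to -0.18 for Tru4. As labelled it moved from 0.32 to -0.11 for Tru70, from 0.35 to -0.15 for SMTseq0.25 and from 0.37 to -0.22 for SMTseq4. Numbers of enriched and depleted genes depend on this shift. Under TMM depleted genes outnumber enriched ones in SMTseq4, and in NuG both as labelled and with the fractions as in Table 2.

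Of the values of the 728 other results under alternatives, 4118 were kept and 1636 moved, and for single genes 26 became weaker, 4 stronger and 10 reversed. Among those that moved, 548 belong to the classes of transcript length, 358 to correlations of libraries, 219 to the numbers of genes in the sets of Fig. 3 and 218 to the sets of Fig. S5. The reversed values are log2 fold changes of Gapdh and Rpl22, neither of which passed the test as reported. Gapdh in SMTseq4 had -0.59 with a replicate block and -1.999 without replicate 2 and 1.09 without replicate 1, against 0.26. Rpl22 in SMTseq4 ranged from -0.046 without replicate 1 to 0.74 without replicate 3, against 0.48. Rpl22 in Tru70 had 0.009 with DESeq2, 0.037 with at least 20 reads in every library, 0.19 with libraries drawn down to the smallest total, 0.35 with library totals, 0.14 with one fit on all 42 libraries, 0.07 without replicate 2, 0.22 without replicate 3 and -0.42 without replicate 1, against -0.03. The cause was not tested. No value could be given for NuG genes above 10 kb changed at least 2-fold, as labelled or, for depleted genes, with Table 2's fractions, because a mouse had no such gene. The same holds for the share of protein-coding genes among those depleted with NuG only or Tru4 only, where there were none under Table 2's fractions for NuG, without replicate 3 for NuG and without replicate 1 for Tru4. Low exon counts limit the SMTer results, where 2384 genes per mouse reached 20 input reads, and the drawn-down fits, in which fewer genes were tested.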

Differences from the paper's values

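The paper or its supplement gives 264 values for measures that were also computed here, with the fractions as labelled, and 131 of them differ. A value counts as differing when it lies more than 1.5 times from the paper's and beyond the larger of the replicate SD and the paper's stated error. For correlations and log2 ratios a distance beyond the larger error is enough. The wide SD of NEB, NuG, SMTer and Tru4 as labelled can keep a value from counting as differing. Each pair of values below gives the value computed here first and the paper's value second, marked as the paper's. Values of replicate 2 and sums over libraries have no SD.

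In Table 3, the average CPM of ribosomal RNA, replicate 2, was 2042 for NEB input against the paper's 67.33, 169011 for NuG input against the paper's 5571.81, 143031 for SMTer input against the paper's 7858.83 and 119909.9 for SMTer IP against the paper's 7906.14. The others were 3668 for Tru4 input against the paper's 120.94, 1666 for Tru70 IP against the paper's 54.91, 4846 for SMTseq4 input against the paper's 159.76 and 5808 for SMTseq0.25 input against the paper's 191.46. None of the alternatives set before the data were examined closed a gap (one fixed set of genes and mitochondrial rRNA left out). Nor did it close with Table 2's fractions alone or together with one fixed set of genes, chosen after seeing the values. Outside SMTer, the values listed here were a near-constant multiple of the paper's. Averages over another number of genes were not tried, so a different denominator stays open.

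For the second group of Table 3, the average CPM of ribosomal RNA, lincRNA and microRNA, replicate 2, was 485 for NEB input against the paper's 29.22, 4263 for NuG input against the paper's 274.17, 2825 for SMTer input against the paper's 429.65 and 2363 for SMTer IP against the paper's 429.64. Further values were 112 for Tru4 input against the paper's 7.59, 45.7 for Tru70 IP against the paper's 3.97, 145 for SMTseq4 input against the paper's 8.93 and 157 for SMTseq0.25 input against the paper's 10.52. All gaps stayed open under the alternatives set before the data were examined, which were one fixed set of genes and mitochondrial rRNA left out. Chosen after seeing the values, Table 2's fractions alone or together with one fixed set of genes left the gaps open.

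The number of ribosomal RNA features, replicate 2, in Table 3 was 3 for NuG input against the paper's 11, 4 for NuG IP against the paper's 11, 3 for Tru4 input against the paper's 17 and 3 for Tru4 IP against the paper's 7. In the other libraries it was 3 for SMTseq4 input against the paper's 13, 3 for SMTseq4 IP against the paper's 11, 3 for SMTseq0.25 input against the paper's 7 and 3 for SMTseq0.25 IP against the paper's 6. The alternative set before the data were examined, mitochondrial rRNA left out, closed no gap. It was open too with Table 2's fractions, chosen after seeing the values.

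Table 3 also lists ribosomal RNA, lincRNA and microRNA features, replicate 2, which numbered 112 for NEB input against the paper's 186, 88 for NEB IP against the paper's 157, 120 for NuG input against the paper's 488 and 250 for NuG IP against the paper's 593. They numbered 124 for Tru4 input against the paper's 786, 175 for Tru4 IP against the paper's 650, 122 for Tru70 input against the paper's 363 and 155 for Tru70 IP against the paper's 295. The last of these were 112 for SMTseq4 input against the paper's 764, 170 for SMTseq4 IP against the paper's 881, 123 for SMTseq0.25 input against the paper's 515 and 187 for SMTseq0.25 IP against the paper's 502. No gap closed with mitochondrial rRNA left out, the alternative set before the data were examined. Chosen after seeing the values, Table 2's fractions left the gaps open.

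From Table 4, the average CPM of protein-coding RNA, replicate 2, was 89.8 for NEB input against the paper's 37.77, 92.0 for NEB IP against the paper's 37.84, 46.0 for NuG input against the paper's 19.50 and 72.7 for NuG IP against the paper's 36.35. Next were 82.8 for Tru4 input against the paper's 39.38, 76.8 for Tru4 IP against the paper's 39.28, 84.5 for Tru70 input against the paper's 39.79 and 79.4 for Tru70 IP against the paper's 39.65. The rest were 85.7 for SMTseq4 input against the paper's 39.28, 78.2 for SMTseq4 IP against the paper's 39.51, 86.1 for SMTseq0.25 input against the paper's 39.16 and 80.4 for SMTseq0.25 IP against the paper's 39.47. A gap closed with 1 alternative set before the data were examined, one fixed set of genes (all 12). It did not close with mitochondrial rRNA left out. Chosen after seeing the values, Table 2's fractions and one fixed set of genes (all 6 that it concerns) closed it. Nor did it close with Table 2's fractions, chosen after seeing the values.

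The median CPM of shared genes was 17.3 in the set of Fig. 3c against the paper's 28. Among alternatives set before the data were examined, the gap closed with a CPM of at least 1 in all 3 replicates (25.7) and the highest CPM of the replicates (21.3). It stayed open with any 1 replicate left out. It was open too with Table 2's fractions, chosen after seeing the values.

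As a Spearman correlation of libraries, text values differed at 0.900 for Tru4 and Tru70 input against the paper's 0.96, 0.900 for Tru4 and Tru70 IP against the paper's 0.946 and 0.905 for SMTseq0.25 and SMTseq4 input against the paper's 0.95. The others were 0.900 for SMTseq0.25 and SMTseq4 IP against the paper's 0.95 and 0.652 for SMTer and Tru70 input against the paper's 0.5. A gap closed under these alternatives set before the data were examined: genes with a CPM of at least 1 in any library (4 of 5, but not SMTer and Tru70 input), Pearson of log2(CPM + 1) (0.968 for Tru4 and Tru70 input and 0.958 for Tru4 and Tru70 IP) and Pearson of log2(CPM + 0.1) (0.966 for Tru4 and Tru70 input and 0.955 for Tru4 and Tru70 IP). The alternatives of the same kind without that effect were the deposited RPKM, libraries thinned to the smallest total and any 1 replicate left out. With settings chosen after seeing the values, it closed with Table 2's fractions and genes with a CPM of at least 1 in any library (0.958 for Tru4 and Tru70 input and 0.946 for Tru4 and Tru70 IP). Chosen after seeing the values, Table 2's fractions alone or together with the deposited RPKM left the gaps open. The SMTer and Tru70 input gap is counted here against the text's rounded 0.5. Against the value of Table S4, genes with a CPM of at least 1 in any library closed it, as labelled and with Table 2's fractions.

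In the Venn diagrams, genes found with SMTer only numbered 3621 in the set of Fig. 3a (the paper's value: about 2000 in Fig. 3a, read by eye). Alternatives set before the data were examined that closed the gap were a CPM of at least 1 in all 3 replicates (1537), a minimum of 5 CPM (2791), libraries thinned to the smallest total (2863) and replicate 3 left out (2618). It did not close with an RPKM of at least 1, replicate 1 left out or replicate 2 left out. It closed with Table 2's fractions (2806), chosen after seeing the values.

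Table S3 gives the median CPM of genes found with 1 protocol only, which here was 1.81 for SMTer, Fig. 3a against the paper's 8.36892, 0.653 for Tru4, Fig. 3a against the paper's 0.0899828 and 0.604 for Tru70, Fig. 3a against the paper's 0.188954. It was 2.87 for SMTer, Fig. 3b against the paper's 9.80278, 2.43 for NEB, Fig. 3b against the paper's 0.898351 and 0.689 for Tru4, Fig. 3b against the paper's 0.158784. Among alternatives set before the data were examined, a gap closed with the highest CPM of the replicates (7.75 for SMTer, Fig. 3b), replicate 2 left out (3.27 for NEB, Fig. 3b) and replicate 3 left out (4.43 for NEB, Fig. 3b). It stayed open with a CPM of at least 1 in all 3 replicates or replicate 1 left out. Among settings chosen after seeing the values, it closed with Table 2's fractions (1.20 for NEB, Fig. 3b).

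The number of genes in the RPKM class from 100 up to the next power of 10 was 152 for SMTer input (the paper's value: about 270 in Fig. 2b, read by eye). The gap closed under these alternatives set before the data were examined: the highest RPKM of the replicates (255) and replicate 2 left out (180.5). The alternatives of the same kind without that effect were the mean RPKM of the replicates, RPKM rescaled outside the 10 top genes, replicate 1 left out and replicate 3 left out. Table 2's fractions, chosen after seeing the values, left the gap open.

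As a mean number of enriched transcripts per mouse, the count was 243 for SMTer (the paper's value: about 2700 in Fig. 6a, read by eye), 4051 for SMTseq0.25 (the paper's value: about 2000 in Fig. 6a, read by eye), 4165 for SMTseq4 (the paper's value: about 1900 in Fig. 6a, read by eye) and 3864 for Tru70 (the paper's value: about 1600 in Fig. 6a, read by eye). A gap closed with 1 alternative set before the data were examined, CPM scaled by TMM (2751 for SMTseq0.25 and 2511 for SMTseq4). It did not close with CPM scaled to protein-coding reads, a minimum of 50 input reads, 0.5 reads added, no pairing of the libraries or any 1 replicate left out. Nor did it close with Table 2's fractions alone or together with CPM scaled by TMM, a minimum of 50 input reads or CPM scaled to protein-coding reads, chosen after seeing the values.

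The mean number of depleted transcripts per mouse was 5293 for NEB (the paper's value: about 1000 in Fig. 6a, read by eye), 2747 for SMTseq0.25 (the paper's value: about 700 in Fig. 6a, read by eye), 2082 for SMTseq4 (the paper's value: about 570 in Fig. 6a, read by eye), 3709.7 for Tru4 (the paper's value: about 480 in Fig. 6a, read by eye) and 3041 for Tru70 (the paper's value: about 670 in Fig. 6a, read by eye). 1 alternative set before the data were examined closed a gap, no pairing of the libraries (1251 for NEB). It stayed open with CPM scaled by TMM, CPM scaled to protein-coding reads, a minimum of 50 input reads, 0.5 reads added or any 1 replicate left out. It was open too with Table 2's fractions alone or together with CPM scaled by TMM, a minimum of 50 input reads or CPM scaled to protein-coding reads, chosen after seeing the values. NuG and SMTer did not count as differing as labelled, where their SD includes replicate 3. With Table 2's fractions, all 4 values compared differed, those of NuG and SMTer among them.

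For 6 protocols the percent of enriched transcripts below 4-fold was 56.7 for NEB against the paper's 25, 78.9 for SMTer against the paper's 25, 55.3 for SMTseq0.25 against the paper's 25, 58.2 for SMTseq4 against the paper's 25, 67.6 for Tru4 against the paper's 25 and 58.2 for Tru70 against the paper's 25. None of the alternatives set before the data were examined closed a gap (CPM scaled by TMM, CPM scaled to protein-coding reads, a minimum of 50 input reads, 0.5 reads added, no pairing of the libraries and any 1 replicate left out). Nor did it close with Table 2's fractions alone or together with CPM scaled by TMM, a minimum of 50 input reads or CPM scaled to protein-coding reads, chosen after seeing the values.

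Per protocol, the median log2 IP/input of the top 50 enriched transcripts was 5.97 for SMTseq0.25 (the paper's value: about 2.9 in Fig. 7b, read by eye), 5.95 for SMTseq4 (the paper's value: about 3.0 in Fig. 7b, read by eye) and 6.10 for Tru70 (the paper's value: about 3.0 in Fig. 7b, read by eye). All gaps stayed open under the alternatives set before the data were examined, which were the top 50 genes of Tru70, CPM scaled by TMM, a minimum of 50 input reads and any 1 replicate left out. No gap closed with Table 2's fractions alone or together with the top 50 genes of Tru70, chosen after seeing the values. Under Table 2's fractions, 6 of the 7 values compared differed. The replicate SD was then 0.33 for NEB, 0.36 for NuG and 0.16 for Tru4, against 6.84, 6.82 and 6.74 as labelled.

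In the sets of Fig. S5, the percent of enriched transcripts that are unique was 1.84 for Tru4 against the paper's 5 and 9.10 for Tru70 against the paper's 5. Among settings chosen after seeing the values, it closed with Table 2's fractions (3.94 for Tru70), CPM scaled by TMM (4.20 for Tru4), Table 2's fractions and CPM scaled by TMM (6.91 for Tru70), replicate 1 left out (4.17 for Tru4), replicate 2 left out (5.51 for Tru4) and replicate 3 left out (5.03 for Tru70).

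The percent of the top 100 transcripts that are miRNA, lincRNA and rRNA was 16.3 for SMTer input against the paper's 30 and 17.7 for SMTer IP against the paper's 30. Chosen after seeing the values, the deposited RPKM (30.3 for SMTer input and 35 for SMTer IP) closed it. Nor did it close with Table 2's fractions or any 1 replicate left out, chosen after seeing the values.

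Of 63 values compared for the Spearman correlation of libraries, Table S4, 47 differ. Between input libraries of different protocols it was 0.665 for NEB and SMTer against the paper's 0.524, 0.842 for NEB and Tru4 against the paper's 0.887, 0.846 for NEB and SMTseq4 against the paper's 0.873, 0.655 for NuG and SMTer against the paper's 0.488 and 0.878 for NuG and Tru4 against the paper's 0.903. Next it was 0.874 for NuG and SMTseq4 against the paper's 0.882, 0.657 for SMTer and Tru4 against the paper's 0.5, 0.652 for SMTer and Tru70 against the paper's 0.494, 0.644 for SMTer and SMTseq4 against the paper's 0.472 and 0.638 for SMTer and SMTseq0.25 against the paper's 0.473. The values were 0.900 for Tru4 and Tru70 against the paper's 0.958, 0.908 for SMTseq4 and Tru4 against the paper's 0.943, 0.899 for SMTseq4 and Tru70 against the paper's 0.932, 0.878 for SMTseq0.25 and Tru4 against the paper's 0.923 and 0.899 for SMTseq0.25 and Tru70 against the paper's 0.919. Then it was 0.905 for SMTseq0.25 and SMTseq4 against the paper's 0.952. Within 1 protocol and fraction it was 0.898 for NuG input against the paper's 0.954, 0.922 for Tru4 input against the paper's 0.982, 0.929 for Tru70 input against the paper's 0.97, 0.930 for SMTseq4 input against the paper's 0.981 and 0.908 for SMTseq0.25 input against the paper's 0.96. The other values were 0.893 for NuG IP against the paper's 0.961, 0.911 for Tru4 IP against the paper's 0.977, 0.923 for Tru70 IP against the paper's 0.959, 0.929 for SMTseq4 IP against the paper's 0.981 and 0.906 for SMTseq0.25 IP against the paper's 0.954.

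Other values for the Spearman correlation of libraries, Table S4, are those between IP libraries and between fractions. Between IP libraries of different protocols they were 0.642 for NEB and SMTer against the paper's 0.501, 0.806 for NEB and Tru4 against the paper's 0.874, 0.787 for NEB and SMTseq4 against the paper's 0.859, 0.817 for NEB and SMTseq0.25 against the paper's 0.854 and 0.637 for NuG and SMTer against the paper's 0.471. Next they were 0.880 for NuG and Tru4 against the paper's 0.892, 0.633 for SMTer and Tru4 against the paper's 0.466, 0.631 for SMTer and Tru70 against the paper's 0.464, 0.623 for SMTer and SMTseq4 against the paper's 0.445 and 0.624 for SMTer and SMTseq0.25 against the paper's 0.447. Further values were 0.900 for Tru4 and Tru70 against the paper's 0.946, 0.905 for SMTseq4 and Tru4 against the paper's 0.943, 0.882 for SMTseq4 and Tru70 against the paper's 0.92, 0.890 for SMTseq0.25 and Tru4 against the paper's 0.923 and 0.896 for SMTseq0.25 and Tru70 against the paper's 0.908. Then they were 0.900 for SMTseq0.25 and SMTseq4 against the paper's 0.949. Between input and IP of 1 protocol they were 0.854 for NEB against the paper's 0.81, 0.898 for NuG against the paper's 0.886, 0.758 for SMTer against the paper's 0.687, 0.901 for Tru70 against the paper's 0.884 and 0.879 for SMTseq0.25 against the paper's 0.867. Among alternatives set before the data were examined, gaps closed with genes with a CPM of at least 1 in any library (38 of 47, but not within NuG and Tru4 input; within NuG and Tru4 IP; NEB-SMTer and SMTer-Tru4 in input; NEB-Tru4, NEB-SMTseq4 and NEB-SMTseq0.25 in IP). They closed with the deposited RPKM (NEB, Tru70 and SMTseq0.25 input against IP). Some closed with libraries thinned to the smallest total (NEB input against IP; NEB-SMTseq4 in input). Others closed with Pearson of log2(CPM + 1) (within NuG, Tru4, Tru70, SMTseq4 and SMTseq0.25 input; within NuG, Tru4, Tru70, SMTseq4 and SMTseq0.25 IP; NuG-Tru4, NuG-SMTseq4, Tru4-Tru70, SMTseq4-Tru4 and SMTseq0.25-Tru4 in input; NEB-Tru4, NEB-SMTseq4, NEB-SMTseq0.25, NuG-Tru4, Tru4-Tru70, SMTseq4-Tru4 and SMTseq0.25-Tru4 in IP). Gaps also closed with Pearson of log2(CPM + 0.1) (within NuG, Tru4, Tru70, SMTseq4 and SMTseq0.25 input; within NuG, Tru70, SMTseq4 and SMTseq0.25 IP; Tru4-Tru70 and SMTseq4-Tru4 in input; NEB-Tru4, NEB-SMTseq4, NEB-SMTseq0.25, Tru4-Tru70 and SMTseq4-Tru4 in IP). A further few closed with replicate 1 left out (within Tru70 IP; NuG input against IP). Again others closed with replicate 3 left out (NuG input against IP; NuG-SMTseq4 in input; NuG-Tru4 in IP). Last among these, gaps closed with the correlation of each library with itself included (all 10 that it concerns). The alternative of the same kind without that effect was replicate 2 left out. Settings chosen after seeing the values that closed gaps were Table 2's fractions (NuG input against IP; NEB-SMTseq0.25 and NuG-Tru4 in IP), Table 2's fractions and the deposited RPKM (NEB input against IP), Table 2's fractions and genes with a CPM of at least 1 in any library (all 33 that it concerns) and Table 2's fractions and genes with a CPM of at least 1 in any library and the correlation of each library with itself included (all 4 that it concerns).

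The paper counts NEB among the kits with more genes of low RPKM in input. NEB had 40374 ± 922 genes with an RPKM of at most 1 here, fewer than the 40648 ± 119.8 of Tru70, and 40946 ± 150.2 with the fractions as in Table 2. In the paper, most SMTer genes with the highest RPKM are rRNA genes or genes for hypothetical proteins. By the annotation used here, 3 of 16 were rRNA genes in each fraction and none was protein-coding. Gm42418, annotated as lincRNA, shares 1822 exon bases with the rRNA gene CT010467.1 on the opposite strand. The number of rRNA genes may therefore be too low, and the difference may be one of annotation. The paper sets a lower limit for the share of genes found with all kits. The sets of Fig. 3a and 3b lie below it here, at 53.7% and 51.9%. In the paper, rRNA and non-coding averages of NuG and SMTer stand above all other kits by a common factor. Here the non-coding average in IP was 1193 ± 994 CPM with NEB and 1676 ± 1921 with NuG. SMTer is the paper's one exception to similar protein-coding averages. NuG lay apart too in the values here, at 54.5 ± 14.8 CPM against 84.1 ± 0.527 with Tru70. By the paper, IP averages of protein-coding genes lie below input except with NuG. With the fractions as labelled, NEB had 82.5 ± 6.89 CPM in input and 94.8 ± 2.48 in IP, and with those of Table 2 it had 89.2 ± 7.39 and 88.1 ± 10.6.

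The paper ranks SMTseq profiles above the others in correlation with Tru70 input, although its own value for Tru4 is higher. Tru4 had 0.900 ± 0.0118 here and SMTseq4 0.899 ± 0.00290. With Tru4 left out, the SMTseq profiles ranked highest here as well. Input and IP are less correlated than libraries of one fraction in the paper. In NuG as labelled, the correlation was 0.898 ± 0.0102 between fractions and 0.893 ± 0.0166 within IP. The paper reports clusters by fraction for every kit but SMTer. As labelled, NEB, NuG and Tru4 did not part by fraction either, and with the fractions as in Table 2 NEB and SMTer did not.

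More enriched than depleted transcripts is the paper's statement for Fig. 6a. NEB had 2843 ± 1074 enriched and 5293 ± 1636 depleted genes as labelled, and 3473 ± 45.4 and 3713 ± 1515 with the fractions as in Table 2, and SMTer had 243 ± 100.0 and 1031 ± 977 as labelled. The paper gives NuG the largest number of enriched and the smallest number of depleted transcripts. As labelled, SMTseq4 had more enriched genes (4165 ± 513 against 3693 ± 3112) and SMTer fewer depleted ones (1031 ± 977 against 2846 ± 4367). Under the fractions of Table 2, NuG ranked as in the paper in both. The paper places NuG above the other kits in the share of enriched transcripts below 4-fold. SMTer had 78.9 ± 6.63% here and NuG 69.5 ± 22.4%. In the paper, profiles of Tru4 and Tru70 are the closest pair along with the SMTseq pair. As labelled, Tru4 and Tru70 had a correlation of 0.243 ± 0.681, and with the fractions as in Table 2 it was 0.705 ± 0.0377, where SMTseq4 and Tru4 had 0.716 ± 0.0409. The paper sets an upper limit for the correlation of SMTer profiles with the others. With the fractions as in Table 2 they exceeded it here, at 0.289 to 0.336.

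For transcripts above 10 kb, the paper reports stronger enrichment than in shorter ones for every kit but Tru70. In Tru4 the difference from 1 to 10 kb was -0.0173 ± 0.00610 on the log10 scale and in SMTer -0.0155 ± 0.0815. The paper places SMTer above Tru70 in median enrichment in all length classes. Below 10 kb the difference was -0.0922 ± 0.0185 for 1 to 10 kb, and above 10 kb it was -0.0769 ± 0.0994. By the paper, NEB enrichment is spread most widely. The interquartile range for 1 to 10 kb was 0.432 ± 0.0927 with NEB and 0.440 ± 0.00840 with SMTseq0.25. SMTer has a narrower range of depletion than other kits in the paper. As labelled, its interquartile range for 1 to 10 kb was 0.390 ± 0.133 and that of Tru70 0.364 ± 0.0247, and with the fractions as in Table 2 it was 0.308 ± 0.0133. Above 10 kb, the paper reports weaker depletion than with Tru70 for NEB, NuG, SMTer and SMTseq. As labelled, the difference from Tru70 ran the other way for NEB (-0.127 ± 0.123), NuG (-0.145 ± 0.329) and SMTer (-0.0306 ± 0.233). With the fractions as in Table 2, the sign was that of the paper for NuG and SMTer and not for NEB.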

Other observations

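The tests of scaling in NuG, of repeated ratios in NEB, of detected genes at equal depth, and of depth, strand and RPKM values behind the SMTer correlations were set before their results were seen. Those of the replicate 3 libraries, of genes found with SMTer only and of other splits of the libraries were chosen only after the result was seen.

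As labelled, no gene passed the edgeR test between IP and input in NEB, NuG, SMTer or Tru4, while 293, 91, 34 and 37 genes had an unadjusted p under 0.05. A candidate explanation is a mislabelled sample, with the libraries labelled input replicate 3 and IP replicate 3 exchanged in each of the 4 protocols. The score of genes that part Tru70 IP from input was nearer to the other fraction in 8 of 8 replicate 3 libraries of these protocols, and in 0 of 4 replicate 3 libraries of the SMART-Seq v4 protocols, which come from the same mouse. A difference of that mouse from the others therefore falls short as an explanation. The numbers of features in Table 2 point the same way for all 8 libraries. Its numbers of reads lie in the same protocol and fraction for all 42 libraries, but sit at the labelled library for only 22. The replicate numbers of Table 2 are thus not consistent throughout. A further check used the deviation of log2(CPM + 1) in each library from the mean of its group. For libraries of input and IP with the same number, these deviations had a mean correlation across genes of -0.435 with NEB, -0.623 with NuG, -0.269 with SMTer and -0.720 with Tru4 as labelled, and of 0.0471, 0.168, 0.0746 and 0.344 after the exchange. It was 0.153 with SMTseq0.25, 0.352 with SMTseq4 and 0.193 with Tru70, where nothing was exchanged. Between Tru4 and Tru70 it rose from 0.127 to 0.456 in input and from 0.263 to 0.498 in IP. With the fractions as in Table 2, an RPKM above 0 was found for 33399 genes in input and 35395 in IP, the 2 numbers in the legend of Fig. 2, against 34901 and 34345 as labelled. These values are consistent with an exchange in the labels of the deposited libraries, and not in the fractions behind the paper's own numbers. No biological explanation was tested beyond the difference between mice.

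Other splits of the same libraries were fitted for every count of genes past a test. Of the 10 splits of 6 libraries into 3 and 3, 4 part every same-numbered pair, the real one included, and 6 keep a pair together. A share under 1 in 4 cannot occur, so none of the counts can be told apart from a grouping by chance by this measure alone. Between IP and input, 1 of the 4 splits, the real one, gave as many genes in Tru70 (5123), SMTseq0.25 (5280) and SMTseq4 (8928), and with the fractions as in Table 2 in NEB (1350), NuG (5569), SMTer (1111) and Tru4 (7950), and the others gave 0. As labelled, where no gene passed in NEB, NuG, SMTer and Tru4, 4 of the 4 splits gave as many. In each of these protocols the split that exchanges replicate 3 gave the number of the Table 2 fractions. Splits that keep a pair together gave 0 genes in all of these comparisons. Between Tru4 and Tru70, 0 genes differed as labelled in input and in IP, so 4 of the 4 splits gave as many, and with the fractions as in Table 2, 1 of the 4 splits gave the 147 genes in input and the 6 in IP, while splits that keep a pair together gave at most 1 gene. SMTseq0.25 and SMTseq4 differed in 0 genes in input and in IP, and 4 of the 4 splits gave as many. Unadjusted p values under 0.05 numbered 1491 and 663 for the Tru4 and Tru70 comparisons as labelled and 350 and 249 for the SMART-Seq v4 ones, input first. For the difference in change from Tru70, NEB had 0 genes as labelled, and 4 of the 4 splits gave as many.

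SMTer profiles correlate less with other protocols than these do among themselves. The first explanation tested was lower depth. Tru70 input libraries drawn down to the SMTer totals had a correlation of 0.857 ± 0.00180 with Tru4 input (SD over 6 pairs), against 0.908 ± 0.00220 at full depth and 0.644 ± 0.0250 (SD over 4 pairs) for SMTer itself. Replicate 3 of SMTer and Tru4 was left out of these pairs. A lower total alone therefore falls short of the SMTer value. The 10 genes with the most counts held 57.8% and 84.8% of SMTer input replicates 1 and 2, against 23.4% ± 1.36 of Tru70 input. Fewer counts were thus left for the other genes in SMTer than in the drawn-down libraries. The test cannot exclude a part played by low depth on those genes. Counting on the strand opposite to the transcript was tested next. Over input replicates 1 and 2, the correlation of SMTer values with the Tru70 values of the gene on the opposite strand exceeded that with those of the same gene by 0.211. Among genes found with SMTer only, 583 of 3621 (16.1%) overlap a gene of the opposite strand found with Tru70, against 12 of 1305 (0.920%) among genes found with 1 other protocol only and 943 of 11319 (8.33%) among genes found with all 5 protocols. Both values are consistent with counting on the opposite strand, which may account for a part of the low correlations and of the genes found with SMTer only. In the deposited RPKM values, with the fractions as in Table 2, SMTer input had a correlation of 0.844 with Tru70 input, where the other protocols had 0.850 to 0.895, and in IP it had 0.807. In CPM the SMTer input value was 0.641, where the lowest of the other protocols had 0.868. SMTer stays the lowest in RPKM, by a much smaller margin. The RPKM values of SMTer also had a higher correlation with the same gene (0.535) than with the gene on the opposite strand (0.405), near the values of the other protocols (0.531 to 0.591 and 0.373 to 0.431). Most of the low correlation thus goes with the exon counts, although RPKM values had lower correlations with the same gene than CPM in all protocols but SMTer, and the low correlations cannot be told apart from an effect of the counting step. No biological explanation was tested, since all protocols used RNA of the same mice.

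NuG has more enriched and fewer depleted genes than the other protocols with the fractions as in Table 2, 5399 ± 221 and 281 ± 83.3 per mouse. A candidate explanation is that a few genes take most of the counts of the NuG input libraries. With CPM scaled by TMM factors and the same fractions, NuG had 1372.3 enriched and 2140.7 depleted genes, within the 140.7 to 2751 and 809 to 4473 of the other protocols. TMM factors centre the ratios, so they shrink an excess of enriched genes whatever its cause, and this test cannot part scaling from a real shift. With CPM scaled to protein-coding reads, which does not centre the ratios, NuG had 2851 enriched and 1013 depleted genes, a comparison made after seeing the data. The pattern cannot be told apart from an effect of scaling to the library total. Reads on rRNA genes make up 50.7% of NuG input and 10.6% of NuG IP. No biological explanation was tested.

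In NEB the distribution of IP/input is the widest over all genes. Sampling noise from few distinct molecules may be one reason. Of the NEB genes beyond 32-fold in 1 mouse, 901 of 6483 (13.9%, 95% Wilson interval 13.1 to 14.8) changed more than 2-fold the same way in both other mice, with the fractions as in Table 2. In the other protocols it was 77.1% with NuG, 30.8% with SMTer, 31.0% with SMTseq0.25, 81.6% with SMTseq4, 58.3% with Tru4 and 27.2% with Tru70. The value is consistent with sampling noise, and other sources of noise between libraries would give a low value too. Genes with fewer than 20 input reads in another mouse count as not repeated, which lowers the percentage in all protocols. No biological explanation was tested.

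Fewer genes are detected in NEB and SMTer libraries. At one depth and with the fractions as in Table 2, NEB input had 10826 ± 625 genes and SMTer input 9989 ± 1205, where the lowest of the other protocols, NuG, had 10861 ± 179. The differences were -34.7 genes for NEB and -871.3 genes for SMTer, both within the SD of the libraries. Both protocols lay below the other 4 by more than the SD, as these had 11745 ± 89.6 (SMTseq0.25), 12027 ± 58.9 (SMTseq4), 12495 ± 17.8 (Tru4) and 12057 ± 69.2 (Tru70) genes. NEB input libraries are also not shallow in counts, with a median total of 22305929 against 7482819 for NuG, so a lower total does not account for NEB. The paper gives duplication rates of 97% to 99% for NEB. Neither totals nor drawing down measure the number of distinct molecules, so a low number of these in NEB stays open. For SMTer, whose totals are the lowest, a part played by depth remains, since 9989 against 11131 genes were found with and without drawing down. In IP the differences from the lowest other protocol, Tru70, were -1847 genes for NEB, beyond the SD, and -329.3 genes for SMTer, within it, so the SMTer IP number cannot be told apart from an effect of depth. No biological explanation was tested.

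Gfi1 (ENSMUSG00000029275), the gene whose promoter drives the Cre recombinase, had no read in Tru70 input and 0.501 ± 0.485 CPM in Tru70 IP, too few for the test. In SMTseq4 it had 0.0712 ± 0.0668 CPM in input and 1.23 ± 0.481 in IP, a log2 fold change of 3.38 (standard error 0.76, adjusted p = 0.00345), higher in IP in 3 of 3 mice. In Tru4 with the fractions as in Table 2, the log2 fold change was 2.88 (standard error 1.27, adjusted p = 0.0891), higher in IP in 3 of 3 mice. Rpl22 (ENSMUSG00000028936), the gene of the tagged protein, had 80.9 ± 7.02 CPM in Tru70 input and 103 ± 40.4 in IP, a log2 fold change of -0.03 (standard error 0.32, adjusted p = 0.963), with CPM higher in IP in 2 of 3 mice. Gapdh (ENSMUSG00000057666) had 3.73 ± 0.284 CPM in Tru70 input and 3.34 ± 4.81 in IP, a log2 fold change of -0.70 (standard error 1.40, adjusted p = 0.76), lower in IP in 2 of 3 mice. Clec4f (ENSMUSG00000014542), a gene of the Kupffer cell list, had 134 ± 12.5 CPM in Tru70 input and 7498 ± 1167 in IP, a log2 fold change of 5.37 (standard error 0.22, adjusted p = 3.42e-06), higher in IP in 3 of 3 mice.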
